# Muscularis macrophages controlled by NLRP3 maintain the homeostasis of excitatory neurons

**DOI:** 10.7150/ijbs.91389

**Published:** 2024-04-15

**Authors:** Yunhuan Gao, Yi Shi, Ming Wei, Xiaorong Yang, Yang Hao, Haifeng Liu, Yuan Zhang, Lu Zhou, Gang Hu, Rongcun Yang

**Keywords:** Muscularis macrophages, NLRP3, excitatory neurons, gut microbiota

## Abstract

Peristaltic movements in gut are essential to propel ingested materials through the gastrointestinal tract. Intestinal resident macrophages play an important role in this physiological function through protecting enteric neurons. However, it is incompletely clear how individuals maintain the homeostasis of gut motility. Here we found that NLRP3 is a critical factor in controlling loss of muscularis resident macrophages (MMs), and demonstrate that MMs are involved in the homeostasis of excitatory neurons such as choline acetyltransferase (ChAT)^+^ and vesicular glutamate transporter 2 (VGLUT2)^+^ but not inhibitory neuronal nitric oxide synthase (nNOS)^+^ neurons. *NLRP3* knockout (KO) mice had enhanced gut motility and increased neurons, especially excitatory ChAT^+^ and VGLUT2^+^ neurons. Single cell analyses showed that there had increased resident macrophages, especially MMs in *NLRP3* KO mice. The MM proportion in the resident macrophages was markedly higher than those in wild-type (WT) or *caspase 1/11* KO mice. Deletion of the MMs and transplantation of the *NLRP3* KO bone marrow cells showed that survival of the gut excitatory ChAT^+^ and VGLUT2^+^ neurons was dependent on the MMs. Gut microbiota metabolites β-hydroxybutyrate (BHB) could promote gut motility through protecting MMs from pyroptosis. Thus, our data suggest that MMs regulated by NLRP3 maintain the homeostasis of excitatory neurons.

## Introduction

Peristaltic movements in gut are essential to propel ingested materials through the gastrointestinal tract. Gastrointestinal dysmotility can induce functional obstruction of the small and large intestine, which is commonly termed as ileus and Ogilvie syndrome, respectively. There are two different networks the submucosa and myenteric plexuses (MPs), which are organized by intrinsic enteric-associated neuron 1. MPs can control muscle movements of gastrointestinal tract. They are composed of multiple heterogeneous neurons such as excitatory acetylcholine transferase (ChAT) and inhibitory neuronal nitric oxide synthase (nNOS) neurons 2, 3. Recent studies have also found that the roles of excitatory vesicular glutamate transporter 2 (VGLUT2)^+^ neurons in the mouse colon, which can be detected in enteric nervous system of mouse colon 4-6.

Intestinal resident macrophages derived from yolk sac macrophages or adult bone-marrow monocytes (BMM) 7-9 play an important role in maintaining normal function of gastrointestinal tract. In gut tissues, BMM-derived macrophages after birth substitute rapidly for yolk-sac-derived intestinal macrophages. However, yolk-sac-derived macrophages also persist and self-renew in the specialized intestinal niches in adults 10, 11. These yolk sac macrophages or adult bone-marrow monocytes derived tissue resident macrophages can express specific makers such as MHCII, F4/80 and CX3CR1, termed CX3CR1 resident macrophages 12-14. Depletion of these gut resident macrophages can result in the abnormalities of the submucosal vasculature and loss of enteric neurons, causing vascular leakage and reduced intestinal motility 11, 15. Gut MPs contain numerous resident macrophages, termed resident muscularis macrophages (MMs), residing in enteric ganglia 15-17. Through direct crosstalk with enteric neurons, these MMs can exert important functions such as effects on the gastrointestinal motility. These MMs can produce bone morphogenetic protein 2 (BMP2), which changes enteric neuron development and influences bowel motility 15, 18, 19. β2-adrenergic receptor (β2-AR) and arginase 1 (arg1) in the MMs are also implicated in enteric neuronal regulation 16, which limits infection-induced neuronal loss 5. Notably, age-dependent effects on residnet macrophages can cause inflammation-mediated degeneration of enteric nervous system 18. These MMs possess different transcriptional profiles, which are demonstrated through single-cell RNA sequencing (scRNA-seq) technologies 20-22. Since MPs are comprised of numerous and heterogeneous neurons, it is unclear whether the MMs have a similar regulation effect on these different neurons.

The homeostasis of macrophages could be controlled by multiple ways such as pyroptosis and necroptosis 23. There are at least five pattern-recognition receptors (PRRs) as sensor proteins to induce pyroptosis in these macrophages, including NLRP3 (NOD-, LRR- and pyrin domain-containing protein 3), NAIP/NLRC4 (NLR family, CARD domain containing4) oligomer, AIM2 (absent in melanoma-2), Pyrin (TRIM20), and NLRP1. These receptors can sense a variety of pathogen-associated molecular patterns (PAMPs), endogenous danger signals and environmental irritants 23, 24. In addition, an alternative pathway to activate pyroptosis is also triggered by caspase-11/4/5, which can be activated by cytosolic lipopolysaccharide (LPS) 25. The MMs, residing in enteric ganglia can be also controlled by these PRRs. But it remains largely unknown which PRR(s) plays a main role in maintaining the homeostasis of the MMs in colon tissues.

NLRP3 inflammasomes as intracellular sensors can sense PAMPs and damage-associated molecular patterns (DAMPs) 26. Both PAMPs and DAMPs can lead to NLRP3 inflammasome assembly, thereby inducing CASPASE-1 mediated inflammatory cytokine maturation and release, and pyroptosis 27. These PAMPs and DAMPs include multiple pathogens such as bacteria, viruses, fungal, protozoan and host-derived moieties such as extracellular ATP, calcium phosphate dihydrate, uric acid crystals, cholesterol crystals, and glucose 26. We here demonstrate that NLRP3 is a main factor in maintaining homeostasis of the MMs in colon tissues. Meanwhile we also found that excitatory ChAT^+^ and VGLUT2^+^ but not inhibitory nNOS^+^ neurons in the MPs can be protected by the MMs.

## Materials and Methods

The reagents and oligoes used in this study are listed in supplementary Table S1.

### Mice

Four-to six-week-old male or female C57BL/6 mice were offered by Nanjing Animal Center. *NLRP3 -/-* and *caspase1/11 -/-* in B6 background were from Prof. Meng in University of Chinese Academy of Sciences, Shanghai, and Prof. Shao in National Institute of Biological Sciences, Beijing. Mice were maintained under specific pathogen-free (SPF) conditions in the Animal Center of Nankai University. Age- and gender- matched mice were used in the experiments, which were approved by the Institute's Animal Ethics Committee of Nankai University (2019-SYDWLL-000600). All procedures were performed according to the Institutional Animal Care and Use Committee of the Model Animal Research Center.

### Mouse models

For deletion of macrophages 28, mice were intraperitoneally (i.p) injected using liposome-encapsulated clodronate (0.1 mL/10 g body weight) three times (Day 1, 3 and 5) a week for 2 weeks. Control mice were injected using equal amounts of PBS-loaded liposomes.

For bone marrow cell (BMC) transplant experiment, recipient CD45.1 mice were irradiated (800 cGy) using a Shepherd Mark I Cesium Irradiator (J.L. Shepherd and Associates). And then CD45.2^+^ BMCs collected from WT, NLRP3 KO or caspase 1/11 KO mice were injected into irradiated CD45.1 recipient mice (5 × 10^6^ cells per mouse) via the tail vein.

For β-hydroxybutyrate (BHB) administration, six-to-eight week-old male mice were treated with BHB-nLGs (i.p 125mg/kg, twice/week), and then mice were analyzed for resident macrophages, neurons and physiology 29. To decrease clearance, BHB was complexed with nanolipogels (nLGs) 30.

### Single-cell RNA-Seq processing

#### Preparation of single cell suspension

Previously reported method 11 was used with modification. Briefly, mice were sacrificed, and colon was removed. Stripped ME was cut and digested in 2 mg/mL collagenase type IV (GIBCO) in RPMI (Sigma) supplemented with 2% HEPES (GIBCO), 2% FBS and DNase (Roche). The remaining pieces containing intestinal LP and submucosa was washed and digested in 0.85 mg/mL collagenase type V (Sigma-Aldrich) in RPMI (Sigma) supplemented with2%HEPES, β-mercaptoethanol (1:1000, GIBCO) and DNase. Percoll gradient separation was performed, and the cells were collected and then stained for sorting and analyzed by flow cytometry. Dead cells were eliminated through 7-AAD staining.

#### Cell capture, cDNA synthesis and single cell RNA-Seq library preparation

Previously method 31 were performed by CapitalBio Technology, Beijing. Briefly, the cell suspension was loaded onto the Chromium single cell controller (10× Genomics) to generate single-cell gel beads. Captured cells were lysed, and RNA were barcoded through reverse transcription and finally the cDNA was generated. Single-cell RNA-seq libraries were prepared using Single Cell 3' Library and Gel Bead Kit V3, and sequenced using an Illumina Novaseq6000 sequencer with a sequencing depth of at least 100,000 reads per cell with pair-end 150 bp (PE150) reading strategy.

### Single-cell RNA-Seq data analyses

#### Single-cell RNA-Seq data preprocessing and clustering with DESC

Single-cell RNA-Seq data preprocessing and clustering with DESC was performed according to previously method 32. Briefly, single-cell RNA-seq data were pre-processed and qualitied with Seurat (version 4) 33. The cells, which had greater than 15% expression originating from mitochondrial genes as well as expressed less than 200 genes were removed. Clustering was analyzed using a Deep Embedding algorithm for Single-cell Clustering (DESC) 34. DESC pretrained an autoencoder and initialized the clustering using Louvain. Then, the software iteratively fine-tuned the encoder and cluster layer to produce final cluster assignment. Two hidden layers with 256 and 32 nodes in the encoder were used, and 2000 highly variable genes were selected using Seurat VST method as the input of DESC. The cell types were found based on the expression of known marker genes. We further clustered resident macrophages with 128 and 64 nodes in the encoder.

### Identification of differentially expressed genes

The differentially expressed genes (DEGs) in each cluster were determined using the Poisson generalized linear model implemented in the Seurat. The genes with log fold-change greater than 0 and Bonferroni-adjusted p-values less than 0.05 were considered DEGs for each cluster and used to subsequent analyses. The enrichment analyses were performed using Metascape (http://metascape.org/) 35.

#### Trajectory analysis with monocle

Monocle2 was used to order all macrophages in pseudotime along a trajectory. Monocle helps discover cells transition from one state to another 36. DEGs for macrophages were determined using the Poisson generalized linear model implemented in the Seurat v4 FindAllMarkers function, and the DEGs with log fold-change larger than 1 and Bonferroni-adjusted p-values less than 0.01 and the top 1000 highly variable genes were used. Then we constructed trajectory and calculated pseudotime following the steps in the monocle2 constructing single cell trajectories tutorial.

#### Plot

Violin plot and feature plot were plotted using VlnPlot function and FeaturePlot function in Seurat V4. DimPlot function in Seurat V4 was used to graph the output of the dimensional reduction on a 2D scatter plot. DoHeatmap function in Seurat V4 was used to draw the heatmap of single cell feature expression.

### Flow cytometry

For flow cytometry, previously reported methods were used 37, 38. Cells were collected, and then incubated with PE-, FITC-, APC- or percy5.5-labeled antibodies for 30 min in PBS with 1% FBS. After washed twice, cells were re-suspended and analyzed using a FACScan flow cytometer. Dead cells were eliminated through 7-AAD staining. Controls were stained using isotopic antibodies.

### Immunofluorescence

Previously reported method by us 37 was used with modification. Briefly, the colon was fixed in 4% (w/v) paraformaldehyde buffered saline, and embedded in paraffin, 5 µm sections colon sections were cut and stained.

Longitudinal muscle strips with the myenteric neuronal plexus from the mice colon were dissected carefully from colonic tissue and fixed in 4% paraformaldehyde as previously published procedures 39. After incubated with blocking buffer, the primary antibodies were added overnight at 4℃, and then secondary Alexa fluor 488- conjugated or Alexa fluor 594-conjugated antibody was added for 1 h at room temperature. The nucleus was stained with DAPI for 3 min. Samples were analyzed using a laser scanning confocal microscope (Leica, Japan).

### Western blot

For western blot, previously reported methods were used 37, 38. Briefly, the cells were harvested, and cell extracts were prepared with lysis buffer. Protein samples were electrophoresed and transferred to PVDF membranes. After the membranes were blocked, and the incubated with first antibody in TBST overnight at 4°C, and then secondary antibodies with horseradish peroxidase (HRP) were added. When HRP substrate was added, the signals were detected by autoradiography film.

### Ex vivo stimulation

For inflammasome activation, the isolated macrophages from the colon tissues of mice were primed with LPS (2μg/mL) for 4 h, and subsequently stimulated with nigericin (5μM) or nigericin with BHB (1mM) for 1 h to activate NLRP3 inflammasomes. Total cell lysates and supernatants were analyzed by immunoblotting.

### Gastrointestinal transit test

Previously reported method 40 was used. Briefly, the mice were fasted for 16 hours before experiment, and then fed with carmine red dye (0.1mL/10 g body weight) next day. After that, the time for expulsion of the first red feces was determined.

### Colonic motility assessment

Previously reported method 34 was used with modification. Briefly, using a plastic Pasteur pipette coated with glycerine enema, a 3-mm glass bead was placed into 2 cm from the anal opening. Distal colonic transit time was detected in fed mice. The mice were fasted for 12 hours before experiment.

### Muscle strip organ bath experiment

Previous reported method 11 was used with modification. Briefly, colonic muscle strip preparations were isolated from mice, and then tested for their longitudinal contractile responses to stimuli. Strip preparations were opened along the mesenteric border and pinned flat in a Sylgard-lined dish. Next, the mucosal layers were removed and strips were cut. Before equilibration at optimal stretch (1.0g), the strips were suspended along their longitudinal axis. Strips were washed at least three times every five minutes. Then ACh (0.05g/ml) was added to the organ bath. Contractions were measured using an isometric force amplifier (Powerlab).

### Quantification of neuron cells

Reported methods were used with modification 11. HuC/D, ChAT, VGLUT2 and nNOS or Cc1 positive neurons were counted in 3 ganglia per myenteric plexus (400× magnification) in the middle colon per animal. A ganglion was defined as a cohesive aggregate of HuC/D+ cells. Extra-ganglionic cells were not counted.

### Statistical analyses

Statistical analyses were performed using two-tailed Student t test, the Mann-Whitney U test and ONE-way ANOVA Bonferroni's Multiple Comparison Test by GraphPad Prism 7 software (GraphPad Software). A 95% confidence interval was considered significant and defined as *, P < 0.05; **, P < 0.01; ***, P < 0.001.

## Results

### NLRP3 KO mice have enhanced gut motility with increased excitatory ChAT^+^ and VGLUT2^+^ neurons in myenteric plexus

Previous studies showed that gut motility could be regulated by CASPASE-11 or NLRP6, which directly affected the pyroptosis of neurons 5, 34, 41. To investigate the effect(s) of another inflammasome NLRP3 on gut physiological motility, we performed gastrointestinal transit test using carmine red dye and glass beads. The time of eliminating carmine or glass beads was significantly shorter in *NLRP3* KO mice than control wild-type (WT) mice (Figure 1A), indicating that GI motility is upregulated. Indeed, enhanced gut force upon exposure to muscarinic agonist acetylcholine (ACh) was observed in *NLRP3* KO mice (Figure 1B), which was similar to control* CASPASE-1/11* KO mice 41. Gut motility is related to the numbers of enteric neurons 5, 41. There are two distinct networks, the submucosal and MPs in the enteric nervous system 1. More myenteric neurons could be detected in *NLRP3* KO mice (Figure 1C). MPs are comprised of multiple heterogeneous neurons 1 such as excitatory ChAT^+^ and VGLUT2^+^ and inhibitory nNOS^+^ neurons 5, 11, 42. Data showed that more excitatory ChAT^+^ and VGLUT2^+^ neurons were located in the muscularis externa (ME) of *NLRP3* KO mice as compared to WT mice (Figure 1D). Notably, only some excitatory neurons could co-express ChAT and VGLUT2 (Figure 1E), which was distinguished from previous reports that VGLUT2^+^ neurons are ChAT positive 43. We next used anti-cleaved CASPASE-1 (Cc1) antibody and Gasdermin D (GSDMD) NT to detect pyroptotic neurons 44. Pyroptosis could be found in ChAT^+^ and VGLUT2^+^ neurons of the MPs in WT but not *NLRP3* KO mice (Figure 1D and supplementary Fig. S1), implying that there indeed had increased ChAT^+^ and VGLUT2^+^ neurons in the MPs of *NLRP3* KO mice. These results suggest that there might exist regulation effects of NLRP3 on neurons. Notably, inhibitory nNOS^+^ neurons, which play an important role in smooth muscle relaxation 45, revealed no significant changes in these mice (Figure 1D). As a positive control, *CASPASE-1/11* KO mice also had increased neurons in the colon tissues (Figure 1D). Taken together, *NLRP3* KO mice have enhanced gut motility with increased excitatory ChAT^+^ and VGLUT2^+^ neurons in the MPs.

### NLRP3 KO mice have increased resident macrophages in colon tissues

Since gut neurons are regulated by CASPASE-11 or NLRP6 through pyroptosis 5, 34, it is also possible for these neurons to be regulated by another inflammasome NLRP3. However, NLRP3 was not detected in the MP neurons of the mouse colon tissues, indicating that pyroptosis of gut neurons is not regulated by NLRP3 (Supplementary Fig. S2). Intestinal resident macrophage populations play a role in the normal function of enteric neurons 5, 11, 15. The MMs, located within and surrounding the MP, were shown to regulate the activity of enteric neurons and peristalsis 15, 46. Furthermore, the number of neurons was related to the resident macrophages, which could protect neurons 5, 15. Thus, we analyzed these resident macrophages. CD45^+^CD11b^+^ cells were first sorted from the colonic tissues, including submucosa, lamina propria (LP) and muscularis externa (ME) of specific pathogen free (SPF) WT, *NLRP3* KO and also *CASPASE-1/11* KO mice (6-8 weeks old, male mice). Then sorted CD45^+^CD11b^+^ cells from pooled sample (6 mice) were sequenced on a 10× Genomics platform (a single cell RNA sequencing (scRNA-seq) platform) and clustered using DESC, a deep embedding algorithm for single-cell clustering 34. 

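The single cell values reanalysed here come from CD11b+ cells of the colon of wild-type C57BL/6 mice kept specific pathogen free (SPF), in 2 libraries made with the 10x Genomics 3' kit. In this assay, the RNA of each cell is tagged near its 3' end with the barcode of its droplet and with a unique molecular identifier (UMI), so that each count is 1 captured RNA molecule. The deposited values are UMI counts per gene and cell that the authors made with Cell Ranger, without normalization. The sample labels name the colonic lamina propria of male mice 7 to 8 weeks old, whereas the paper describes cells of the submucosa, lamina propria and muscularis externa sorted on CD45 and CD11b, and the labels do not say how many mice each library holds. Libraries of NLRP3 KO and CASPASE-1/11 KO mice are not analysed here. As in the paper, cells with over 15% mitochondrial counts or under 200 genes were left out, which kept 2615 of 3185 barcodes in library 1 and 2431 of 2710 in library 2, at medians of 5112 and 5141 UMIs per kept cell. Over all deposited barcodes, the libraries hold 22191774 and 20568541 UMIs. The kept cells were clustered with Seurat by the Louvain method in place of DESC, and each cluster was named from marker genes. The genes that the paper reports on were held out of both steps, so that their levels could be read without circularity. Levels are given as scaled counts (CPM). Those printed as mean ± SD divide the counts by class totals that were adjusted with edgeR's TMM normalization. All other levels, such as those over both libraries, divide the counts by the unadjusted total in UMIs. The adjusted and the unadjusted levels are therefore not directly comparable. UMI counts were then summed over the cells of a class within each library and compared by edgeR's quasi-likelihood test with the library as a block and with Benjamini-Hochberg adjustment over all tested genes. Here n counts libraries, whereas the paper's test in Seurat takes single cells as replicates. With the library as a block, differences in level between the libraries are taken out. The p-values then rest on how far the class difference varied between these libraries, with 1 residual degree of freedom and a spread partly borrowed from other genes. That variation may be technical, since the labels do not say that the libraries come from separate mice.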

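In the SPF colon, resident macrophage-like cells made up 5.74% of library 1 (95% exact binomial confidence interval 4.88 to 6.70) and 3.04% of library 2 (2.40 to 3.81), 224 cells in all. Monocyte-like cells were more frequent, at 20.4% and 10.6% (791 cells). Dendritic cell-like cells, which present antigen to T cells, made up 14.3% and 24.5%, eosinophil-like cells 7.07% and 20.4%, and neutrophil-like cells 3.25% and 3.17%. Lymphoid classes were present despite the sort, with B cell-like cells at 7.07% and 16.2%, T cell-like cells at 8.49% and 11.3% and plasma cell-like cells at 9.02% and 2.10%. Itgam, which encodes the CD11b chain on which the cells were sorted, stood at 831 CPM in eosinophil-like cells over both libraries, 312 in neutrophil-like cells, 269 in monocyte-like cells, 232 in resident macrophage-like cells and 13.5 in B cell-like cells. A class of 467 cells, 16.1% and 1.93%, could not be named. The resident and the monocyte-like cells each formed 1 cluster at the resolution used. The intervals cover counting error only, and the share of most classes differed between the 2 libraries by more than that error. The shares also depend on the processing: the mean share of resident macrophage-like cells over both libraries, 4.39%, became 10.9% under a stricter filter on cells and 11.8% with coarser clusters, and that of monocyte-like cells, 15.5%, became 7.91% with finer clusters.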

The macrophages in the colon tissues includes 6 subpopulations (Figure 2A), similar to other analyses 34. Importantly, the cluster 4 subpopulation was markedly increased in the colon tissues of *NLRP3* KO mice (Figure 2B), which also cause reduced proportion of other subpopulation in mice. This population of macrophages expressed high levels of F4/80^+^, Mrc1 (CD206^+^) and CX3CR1^+^ (Figure 2C), which can be detected by resident macrophages, indicating that increased cluster 4 macrophages in *NLRP3* KO mice are CX3CR1^+^resident macrophages 12-14. 

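Adgre1, Mrc1 and Cx3cr1 were all higher in the resident macrophage-like than in the monocyte-like cells of both SPF colon libraries. Adgre1 (ENSMUSG00000004730), which encodes the adhesion receptor F4/80, lies on chromosome 17 of GRCm38 from 57358691 to 57483527. It stood at 409.5 ± 168 CPM (SD, n = 2 libraries) in resident macrophage-like cells and at 135 ± 0.376 in monocyte-like cells, a log2 fold change of 1.53 (standard error 0.25, adjusted p = 0.00702 from edgeR's quasi-likelihood test). This call was lost when coarser clusters put more cells into the resident class (log2 fold change 1.26, adjusted p = 0.0752 from the same test). Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), which encodes the mannose receptor CD206, stood at 383 ± 28.4 against 103 ± 26.4 CPM, a log2 fold change of 1.90 (standard error 0.21, adjusted p = 0.0013). Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), which encodes the receptor of fractalkine, stood at 372 ± 226 against 107 ± 42.4 CPM, a log2 fold change of 1.72 (standard error 0.22, adjusted p = 0.00252). It was not called when the held-out genes took part in clustering (1.36, adjusted p = 0.0586). When the library was not a block, neither Adgre1 (adjusted p = 0.0616) nor Cx3cr1 (0.103) was called. An Adgre1 UMI was found in 67.0% of resident macrophage-like cells (median 6025.5 UMIs per cell), in 47.0% of monocyte-like cells (median 7259) and in 1.90% of B cell-like cells (median 3888.5), which should lack it. Among the cells with at least 1000 UMIs (193, 790 and 571 cells of these classes), each thinned to 1000, these shares were 34.2%, 11.4% and 0.701%. Eosinophil-like cells held as much Adgre1 as the resident macrophage-like cells, at 422 CPM over both libraries (95% Poisson interval 373 to 475) against 379 (350.1 to 409).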

Cluster 6 and 1 expressed high levels of Ly6c2 and F10 (Figure 2C and supplementary Fig. S3), which were the markers of blood monocytes/macrophages 47, suggesting that these clusters belong to monocytes/macrophages. 

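Ly6c2 and F10 were both far higher in the monocyte-like cells than in all other cells of each SPF colon library. Ly6c2 (ENSMUSG00000022584, chromosome 15 of GRCm38, 75108158 to 75111970), which encodes a surface antigen of inflammatory monocytes, stood at 1190.1 ± 15.6 CPM (SD, n = 2 libraries) in monocyte-like cells and at 175 ± 85.3 in the other cells, a log2 fold change of 2.85 (standard error 0.26, adjusted p = 0.000367 from edgeR's quasi-likelihood test). F10 (ENSMUSG00000031444, chromosome 8, 13037308 to 13056676), which encodes coagulation factor X, stood at 475 ± 324 against 11.0 ± 0.562 CPM, a log2 fold change of 5.24 (standard error 0.41, adjusted p = 0.000244). Outside the monocyte-like cells, plasma cell-like cells also held much Ly6c2, at 982 CPM, and neutrophil-like cells held F10 at 146 CPM. Of 12567 genes tested, 1685 were higher and 1904 lower in monocyte-like cells. The higher genes covered 18 of 20 interferon-response genes (19 when adjusted over the list alone), such as Ifitm3, which blocks entry of viruses (log2 fold change 2.05), and 15 of 17 inflammatory cytokine genes (15 when adjusted over the list alone), such as Osm, a cytokine of the interleukin-6 family (3.65). Mefv, which encodes the inflammasome sensor pyrin (2.68), Casp4, which encodes the mouse caspase-11 (1.95), and the phagosomal iron transporter Slc11a1 (3.06) were also higher. The cell cycle list went the other way, with 12 of 14 genes lower (12 when adjusted over the list alone).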

Previous studies indicated that Ly6C^hi^ monocytes were able to enter into the colon, and then mature into F4/80^hi^CX3CR1^hi^MHCII^+^ CD64^+^ resident macrophages 48. This developmental process involves a series of identifiable intermediaries in which CCR2, F10, Ly6c2, Hdc, Sell and Hp, markers of blood monocytes 47 are lost, while expressions of F4/80, CX3CR1, CD206, CD163 and CD64 are gained or upregulated 9, 49. Our results supported this progression of monocyte differentiation through distinct phenotypic developmental stages (Supplementary Fig. S3). However, yolk sac derived macrophages also express CX3CR1 50. Thus, CX3CR1^+^resident macrophages in gut tissues identified by scRNA-seq might come from both bone marrow monocytes or yolk sac. 

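Between the resident macrophage-like and the monocyte-like cells of the SPF colon, most of the named markers moved apart in both libraries. Of the markers that the paper lists as gained, 3 of the 4 with enough counts were higher in resident macrophage-like cells (3 when adjusted over the list alone), namely Adgre1, Cx3cr1 and Mrc1. Fcgr1, which encodes the Fc receptor CD64, was not, at 91.3 ± 16.7 against 105 ± 73.2 CPM (SD, n = 2 libraries) and a log2 fold change of -0.08 (standard error 0.30, adjusted p = 0.904 from edgeR's quasi-likelihood test); the sign turned with finer clusters (0.21). Cd163, which encodes the scavenger receptor for hemoglobin, had too few counts for this test, at 31.4 ± 39.8 against 1.62 ± 0.763 CPM. Of the markers that the paper lists as lost, Hp, Ly6c2, F10, Ccr2 and Hdc were lower in resident macrophage-like cells, also when adjusted over the list alone. Hp, which encodes haptoglobin (adjusted p = 0.000213), had 1 UMI in all resident macrophage-like cells, 0.586 CPM over both libraries (95% Poisson interval 0.0148 to 3.27), against 184 (173 to 195) in monocyte-like cells. Ly6c2 fell by 5.46 on the log2 scale, F10 by 4.13, and Ccr2, the chemokine receptor with which monocytes enter tissue, by 1.89 (standard error 0.27, adjusted p = 0.00386; 0.171 when the library was not a block). Hdc, which encodes the enzyme that makes histamine, fell by 2.26 (standard error 0.47, adjusted p = 0.0202), a call lost under a stricter filter on cells (adjusted p = 0.083), with coarser clusters (0.141), with the held-out genes kept in clustering (0.134), with all libraries clustered jointly (0.126) and when the library was not a block (0.0604), and its highest level was in neutrophil-like cells, at 2826 CPM. The paper, which takes this progression from earlier studies, says that its results supported it (Supplementary Fig. S3).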

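Beyond these markers, single genes from several of the lists fixed beforehand differed between resident macrophage-like and monocyte-like cells of the SPF colon. Of 8432 genes tested, 447 were higher and 410 lower in resident macrophage-like cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 399 in all by DESeq2. Of the genes that took no part in clustering, 637 of 7688 were called, so the difference does not rest on the genes that made the clusters alone. Of the genes named here, Gas6, Igf1, Cd63, Ctsl, Lpl, Hmox1, Slpi, S100a9, Saa3, Hk2, Hspa1a, Ier3 and the cytokine genes other than Osm did take part. Part of their difference may therefore come from the grouping itself, by an amount that was not measured. Of 8 MHC class II genes, 2 were higher, Cd74 and H2-Eb1 (6 when adjusted over the list alone). Mertk and Gas6, a receptor for dead cells and its ligand, rose by 3.42 and 4.59 on the log2 scale and were 2 of the 4 of 16 anti-inflammatory genes that were higher, while Hmox1 was lower (6 higher and 3 lower when adjusted over the list alone). Of 15 lipid and lysosome genes, 7 were higher, such as Cd63 and the cathepsin gene Ctsl, and only the lipase gene Lpl was lower (9 and 1 when adjusted over the list alone). Igf1, a growth factor, and Gas6 were the higher genes among 6 for growth factors (3 higher and 1 lower when adjusted over the list alone), and Blvrb and Hfe among 8 of iron and heme, where Hmox1 was lower (3 and 1 when adjusted over the list alone). Of 20 interferon-response genes, 4 were lower, such as Ifitm3 and Isg20 (7 lower and 1 higher when adjusted over the list alone), and of 7 antimicrobial genes 3 were lower, Slpi, S100a9 and Saa3 (3 when adjusted over the list alone). Inflammatory cytokine genes split, with Ccl7, Ccl4 and Cxcl1 higher and Il6, Osm and Tnfsf9 lower out of 17 (3 and 3 when adjusted over the list alone); Cxcl1 and Tnfsf9 were chosen after their values were seen. Of 13 inflammasome genes, 1 was lower, Mefv (1 when adjusted over the list alone), at a log2 fold change of -1.20 (standard error 0.21, adjusted p = 0.011). In glycolysis, Hk2 was higher and Eno1 and Pfkp lower out of 12 (1 and 2 when adjusted over the list alone). Of 16 genes induced by dissociation, 4 were higher, such as Hspa1a, and Ier3 was lower (5 and 4 when adjusted over the list alone). Of 6 cell cycle genes and 10 genes of other cell types, which would show free RNA, 0 were called (0 when adjusted over the list alone) by edgeR or DESeq2. Of the genes named here, Cd63, Ctsl, Igf1, Ifitm3, Ccl7 and Ier3 kept their calls under every alternative with a test, and Mertk, Ccl4, Il6, Osm and Slpi lost theirs only when the library was not a block. Each of the others lost its call under at least 1 further alternative. With coarser clusters, these were Cd74, H2-Eb1, Isg20, Hmox1, Lpl, Blvrb, Hfe, Hk2, Eno1, Pfkp, Mefv, S100a9, Saa3, Cxcl1 and Tnfsf9, and with DESeq2 Cd74, Isg20, Gas6, Hmox1, Blvrb, Hfe, Hk2, Eno1, S100a9, Saa3 and Cxcl1. With called doublets removed, they were Cd74, H2-Eb1, Hmox1, Hfe, Hk2, Eno1, Cxcl1 and Hspa1a, and these 8 and S100a9 with the held-out genes kept in clustering. The sign turned for Lpl with the held-out genes kept (1.13), S100a9 with all libraries clustered jointly (0.80) and Saa3 with finer clusters (0.15).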

Increased CX3CR1 resident macrophages in the colon tissues of *NLRP3* KO mice were further confirmed using flow cytometry and immune staining (Figure 2D and supplementary Fig. S4). These increased resident macrophages were related to reduced macrophage pyropotosis (Figure 2E, F). Indeed, *NLRP3* KO resident macrophages from the colon tissues were more resistance to NLRP3 mediated pyroptosis (LPS plus nigericin) (Supplementary Fig. S5). In addition, F4/80^+^ macrophages could be detected in whole colon tissues; Whereas Ly6C macrophages did not be detected in the muscularis externa (ME) (Supplementary Fig. S6), suggesting that Ly6C^+^ macrophages, which belong to inflammatory macrophages 9, 49, do not contribute to the ME. Taken together, our data demonstrate that there are increased CX3CR1^+^ resident macrophages in the colon tissues of *NLRP3* KO mice.

In addition, *CD81* gene could be detected in the resident macrophage cluster (Figure 3A-C). 

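Cd81 was several-fold higher in the resident macrophage-like cells than in the monocyte-like cells of both SPF colon libraries. The gene (ENSMUSG00000037706, chromosome 7 of GRCm38, 143052739 to 143067934) encodes a tetraspanin that organises receptors in the cell membrane. Its level was 637 ± 415 CPM (SD, n = 2 libraries) in resident macrophage-like cells and 48.2 ± 2.24 in monocyte-like cells, a log2 fold change of 3.54 (standard error 0.33, adjusted p = 0.000702 from edgeR's quasi-likelihood test). Against all other cells, the log2 fold change was 3.16 (standard error 0.24, adjusted p = 9.53e-36 from the same test, in which the spread of single genes was taken as shared by all). In the plot of Cd81 by class, resident macrophage-like cells stood highest in library 1 and in library 2. A Cd81 UMI was found in 71.0% of resident macrophage-like cells and, among the other classes, in 70.4% of plasma cell-like cells (median 18172 UMIs per cell), 30.6% of B cell-like cells and 6.44% of T cell-like cells (median 5139). In cells with at least 1000 UMIs, thinned to 1000, 35.2% of resident macrophage-like cells, 8.90% of plasma cell-like cells, 9.46% of B cell-like cells, 3.80% of monocyte-like cells and 1.41% of T cell-like cells held one, so B cell-like cells carry the gene too.

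**Figure D1:**
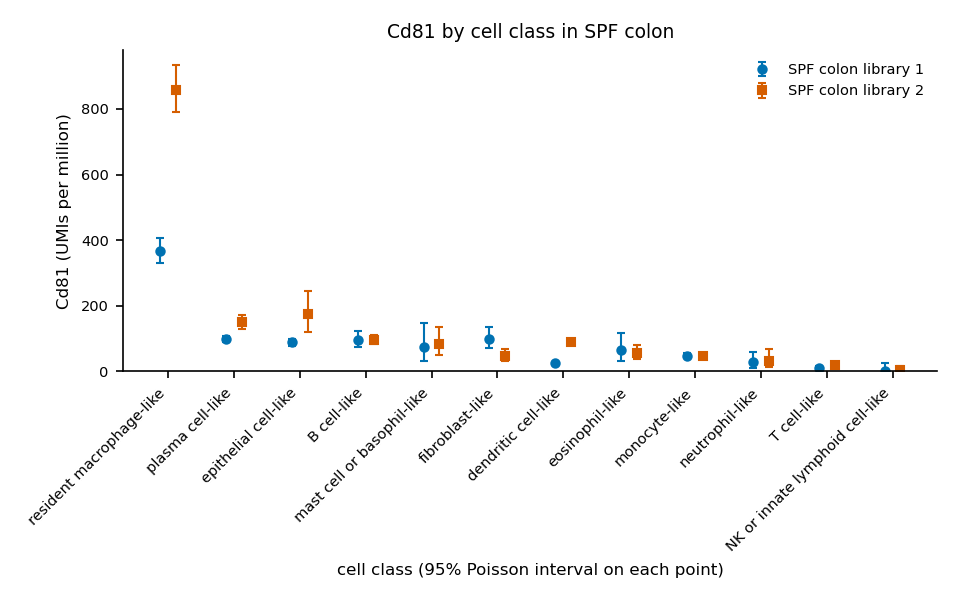
Cd81 in CPM (vertical axis) for each cell class (horizontal axis) of the SPF colon. Each point is 1 library with its 95% Poisson interval, and over both libraries resident macrophage-like cells stood at 556 and monocyte-like cells at 47.5.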

CD81, as a member of the tetraspanin family, encompasses membrane proteins with four transmembrane domains 51. CD81 marker in the resident macrophages could also be confirmed by flow cytometry and immunostaining (Figure 3D-F), suggesting that CD81 is a surface marker of gut resident macrophages, consistent with the resident macrophages in kidney 52. Notably, only partly F4/80^+^ or CX3CR1^+^ resident macrophages could express surface CD81 (Figure 3G).

### Increased resident macrophages in the colon tissues of NLRP3 KO mice are muscularis macrophages

There existed multiple resident macrophage populations such as mucosal macrophages, perivascular macrophages, crypt base macrophages and MMs in the colon tissues of mice 16. Indeed, the resident macrophages in the cluster 4 of Figure 2 could further be divided into 4 subsets by DESC, including cluster 4.0, 4.1, 4.2 and 4.3 (Figure 4A and supplementary Fig. S7A). 

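Within the resident macrophage-like class of the SPF colon, a larger set of cells with more Nlrp3 parted from a smaller set of cells with few UMIs. Clustering of these 224 cells by the Louvain method gave 2 subsets, of 165 cells (median 7803 UMIs per cell) and 59 cells (median 927). Of 4669 genes tested between them, 163 differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 69 of these took no part in the clustering. Among those, Nlrp3, which encodes the inflammasome sensor, was higher in the larger subset by a log2 fold change of 2.54 (standard error 0.50, adjusted p = 9.75e-05). Chosen after their values were seen, Rel, which encodes a subunit of NF-kB, was higher by 2.80, and Stab1, which encodes a scavenger receptor for dead cells and also served to name the class, was lower by -1.86. The subsets were made from the same counts, so the test does not show that they are separate populations, and they also differ in depth. A finer resolution gave 4 subsets of 107, 59, 43 and 15 cells.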

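In the SPF colon, the larger subset of resident macrophage-like cells, the one with more Nlrp3, made up 73.7% of the class, 80.7% in library 1 and 59.5% in library 2. The smaller subset, with few UMIs per cell, made up 26.3% of the class, 19.3% in library 1 and 40.5% in library 2. At the finer resolution that gave 4 subsets, the shares were 47.8%, 26.3%, 19.2% and 6.70% over both libraries. They differed between the libraries, with the first at 65.3% in library 1 and 12.2% in library 2 and the third at 8.00% and 41.9%, so which subset was largest depended on the library. Nlrp3 stood at 732, 166, 1354 and 209 CPM in the 4 subsets over both libraries. The second is the smaller subset above, so a part of the larger one, the fourth, stood near it in Nlrp3.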

Interestingly, while the proportion of four subpopulations of resident macrophages in WT mice was basically equal, cluster 4.3 subpopulation in *NLRP3* KO mice was markedly increased (Figure 4A). This was also different from control *CASPASE-1/11* KO mice, which had markedly increased resident macrophages in cluster 4.1 and 4.2, but much less resident macrophages in cluster 4.3 (Figure 4A). Since activation of CASPASE-11 or NLRP3 inflammasomes upon exposure to their ligands can cause the loss of the macrophages 24, we speculate that increased cluster 4.1 and 4.2 in *CASPASE-1/11* KO mice might be located in mucosa or submucosa since there have more LPS 53, which can cause pyroptosis of macrophages; Whereas increased cluster 4.3 macrophages in* NLRP3* KO mice might be in the places far from gut cavity such as ME.

We further analyzed these subpopulations based on the marker genes identified in different clusters of cell type using a published RNA-seq database ImmGen. Of note, cluster 4.0 and 4.3 respectively cover 25% or 18% genes with microglia (Figure 4B) 16, 54, implying that these subpopulations potentially are related to neurons. Bio-informatics analyses also confirmed that there indeed existed a signal pathway for the regulation of neuron death in cluster 4.3 (Supplementary Fig. S7B). The resident macrophages of cluster 4.3 but not others could express high levels of β2-AR (adrb2) (Figure 4C, D), suggesting that this subpopulation belongs to MMs 5, 16. Furthermore, arg-1, which could be expressed in MMs, was also detected in these MMs (Figure 4D, E). The development of resident macrophages is dependent on colony stimulatory factor 1 receptor (CSF1R) 15. CSF1R could be also detected in the macrophages surrounding the MP (Figure 4D). However, BMP2, which could stimulate the neurons and influence gut motility 15, 55, was not highly expressed in this subpopulation (Figure 4C). 

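Bmp2 was low in the resident macrophage-like cells of the SPF colon, whereas Csf1r was high in them. Bmp2 (ENSMUSG00000027358, chromosome 2 of GRCm38, 133552159 to 133562885) encodes a secreted morphogen that acts on enteric neurons. It was at 16.6 ± 23.4 CPM (SD, n = 2 libraries) in resident macrophage-like cells and 14.5 ± 5.13 in all other cells, a log2 fold change of 0.06 (standard error 0.47, adjusted p = 0.959 from edgeR's quasi-likelihood test) whose sign turned with DESeq2 (-0.89). Its 35 UMIs in resident macrophage-like cells came from 12 cells, all in library 1, whereas fibroblast-like cells stood at 192 CPM. At the finer resolution, all 35 lay in the largest of the 4 subsets. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149), which encodes the receptor on which resident macrophages depend, was at 1009.6 ± 258 CPM against 526 ± 28.0 in monocyte-like cells, a log2 fold change of 0.92 (standard error 0.19, adjusted p = 0.0217). That call was lost with DESeq2 (adjusted p = 0.0767), under a stricter filter on cells (0.11), with coarser clusters (0.171), with the held-out genes kept in clustering (0.0876), with all libraries clustered jointly (0.0564) and when the library was not a block (0.171). Between the 2 subsets of resident macrophage-like cells, Csf1r did not differ (0.19, adjusted p = 0.922).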

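The complement genes C1qa, C1qb and C1qc, which encode the chains of the protein that starts the classical pathway, were all higher in the resident macrophage-like than in the monocyte-like cells of the SPF colon. They lie side by side on chromosome 4 of GRCm38 (C1qa, ENSMUSG00000036887, 136895917 to 136898803). C1qa was at 4056 ± 441 CPM (SD, n = 2 libraries) in resident macrophage-like cells and 475 ± 382 in monocyte-like cells, a log2 fold change of 3.36 (standard error 0.45, adjusted p = 0.00306 from edgeR's quasi-likelihood test). C1qb was at 2355 ± 143 against 429 ± 305 CPM, a log2 fold change of 2.66 (standard error 0.37, adjusted p = 0.00387), and C1qc at 2409.7 ± 439.9 against 264 ± 181, a log2 fold change of 3.36 (standard error 0.41, adjusted p = 0.00217). All 3 were called also when adjusted over the list alone. A C1qa UMI was found in 99.1% of resident macrophage-like cells, 34.5% of monocyte-like cells and 4.67% of B cell-like cells. In cells with at least 1000 UMIs, thinned to 1000, the shares were 95.9%, 22.7% and 1.40%. Cd163 was higher in resident macrophage-like cells than in all other cells by a log2 fold change of 4.49 (standard error 0.62, adjusted p = 1.24e-11; 0.0656 when the library was not a block), at 9.82% of cells with a UMI against 0.173% in B cell-like cells; 67 of its 69 UMIs in resident macrophage-like cells came from library 1.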

Consistent with other reports 5, 11, 16, resident MM cluster 4 not only expressed F4/80, CX3CR1, CD206, CD163 but also c1qa, c1qb and c1qc (Supplementary Fig. S8A-C) 52, 56. Cluster 4.3 could also co-express *F4/80, CX3XR1, CD206, CD81* and* c1qa, c1qb and c1qc*. Immunostaining showed that c1qa^+^F4/80^+^ macrophages not only existed in mucosa and submucosa but also ME of colon tissues (Supplementary Fig. S8D-F). Furthermore, c1qa^+^ macrophages in the ME could also express β2-AR (adrb2) and CSF1R (Supplementary Fig. S8D-F). Taken together, increased resident macrophages of cluster 4.3 in *NLRP3* KO mice belong to the MMs, which express not only F4/80, β2-AR, arg-1 and CSF1R but also c1qa^+^.

### Effects of NLRP3 on excitatory neurons depend on muscularis resident macrophages

Depletion of MMs results in loss of enteric neurons 11. To further determine protective roles of the resident macrophages in the neurons, we deleted macrophages using liposome encapsulated dichloromethylene with demonstrated deletion of macrophages (Figure 5A). Consistent with previous reporter 15 at 2 days after deleting macrophages, there are no significant changes in HuC/D^+^ enteric neurons. However, over 7 days after deletion of macrophages, there had markedly reduced HuC/D^+^ enteric neurons in MP (Figure 5B), indicating that resident macrophages determine the loss of enteric neurons in MPs. Deletion of macrophages in mice caused also decreased elimination time of carmine and maximal contractile forces in response to ACh (Figure 5C, D). Thus, resident macrophages were necessary for excitatory enteric neurons.

MMs can be efficiently repopulated by bone marrow monocytes (BMC) 11. To further illustrate the role of *NLRP3* KO resident macrophages in ChAT^+^ and VGLUT2^+^ neurons in the MPs, we employed BMC transplant model. After transplantation from CD45.2^+^ *NLRP3* KO to CD45.1^+^ mice for four weeks, resident macrophages in the colon tissues of CD45.1 mice were CD45.2^+^ cells, indicating that CD45.1 resident macrophages are replaced by *NLRP3* KO CD45.2^+^ macrophages (Figure 6A). *NLRP3* KO macrophages might resist against NLRP3 ligands surrounding MPs 26. Indeed, there had increased MMs in the mice transplanted by *NLRC3* KO CD45.2^+^ BMCs (Figure 6B). The markedly increased neurons, especially excitatory ChAT^+^ and VGLUT2^+^ neurons around the MPs in the mice transplanted by *NLRP3* KO CD45.2 BMCs were also observed (Figure 6C, D and supplementary Fig. S9). However, the quantification of nNOS^+^ neurons did not reveal significantly changes in the mice transplanted by *NLRP3* KO or WT CD45.2 BMCs (Figure 6D). The increased *NLRP3* KO CD45.2^+^ resident macrophages could also promote not only the elimination of carmine but also enhance force developed by isolated colon muscle strips in response to ACh (Figure 6E, F). Taken together, the effects of NLRP3 on ChAT^+^ and VGLUT2^+^ neurons in the MPs depend on gut MMs.

### More excitatory neurons in the colon tissues of mice treated by gut microbiota metabolite β-hydroxybutyrate

Age-related changes in gut microbiota can change the phenotype of MMs and disrupt gastrointestinal motility 57. Thus, it is possible for gut microbiota to regulate these MMs. Gut microbiota metabolite β-hydroxybutyrate (BHB) can suppress activation of NLRP3 inflammasomes in response to urate crystals, ATP and lipotoxic fatty acids 29. Since NLRP3 may exert a critical role in controlling the loss of MMs, we observed whether gut microbiota BHB could resist the loss of MMs to maintain the homeostasis of ChAT^+^ and VGLUT2^+^ neurons. Indeed, flow cytometry and immune-staining showed that F4/80^+^CX3CR1^+^and F4/80^+^CD81^+^resident macrophages, and MMs markedly increased in the colon tissues of WT but not *NLRP3* KO mice after BHB (Figure 7A, B). Excitatory ChAT^+^ and VGLUT2^+^ but not inhibitory nNOS^+^ neurons significantly increased in WT but not *NLRP3* KO mice after administrating BHB (Figure 7B, C and supplementary Fig. S10). Notably, CC1-expressing neurons per ganglia in the WT show significant variation, from an average of ~1.6 cells per ganglia (in ChAT experiment) to 1 cell per ganglia (in VGLUT experiment) to 0.3 cells per ganglia (in NOS1 experiment), implying different responses of different neurons to macrophage' effects. BHB also promoted elimination of carmine and glass beads, and enhanced force developed by isolated colon muscle strips in response to ACh in WT but not *NLRP3* KO mice (Figure 7D, E). We also examined the *in vitro* impact of BHB on the resident macrophages, which were isolated from the colon tissues of mice. Consistent with previous results 29, BHB could markedly decrease the pyroptosis of these resident macrophages through inhibiting nigericin-mediated NLRP3 activation (Supplementary Fig. S11). Taken together, BHB can increase ChAT^+^ and VGLUT2^+^ neurons in the MP of colon tissues through inhibiting pyropotosis of the MMs.

## Discussion

We here found that the MMs can control the loss of ChAT^+^ and VGLUT2^+^ neurons to maintain the homeostasis of gut motility. The MMs are characterized by their tissue-protective signatures such as the expression of *Arg1*, *Ald1a2, Cd163*, *Ccl17*, and *Retnla* 5, 11, 16. 

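Of the tissue-protective genes Aldh1a2, Cd163, Ccl17 and Retnla, Cd163 alone was higher in resident macrophage-like cells than in the other cells of the SPF colon, a call lost when the library was not a block (adjusted p = 0.0656), with 67 of its 69 UMIs in resident macrophage-like cells from library 1. Aldh1a2 (ENSMUSG00000013584, chromosome 9 of GRCm38, 71215789 to 71296243), which encodes an enzyme of retinoic acid synthesis, was at 1.42 ± 2.01 CPM (SD, n = 2 libraries) in resident macrophage-like cells and 4.54 ± 1.25 in all other cells (adjusted p = 0.437 from edgeR's quasi-likelihood test). With 3 UMIs in resident macrophage-like cells, 1.76 CPM over both libraries (95% Poisson interval 0.363 to 5.14), it gives no direction. Ccl17, which encodes a chemokine for T cells, was lower in resident macrophage-like cells by -2.44 (standard error 0.59, adjusted p = 0.000358), a call lost with DESeq2 (0.127), with called doublets removed (0.295) and when the library was not a block (0.183), and dendritic cell-like cells held most of it, at 63.9 CPM. Retnla, which encodes a secreted resistin-like protein, was at 55.7 ± 74.0 against 66.7 ± 25.3 CPM (-0.63, adjusted p = 0.15) and was lower than in monocyte-like cells by -2.91 (standard error 0.73, adjusted p = 0.0405), a call lost with DESeq2 (0.284), with coarser clusters (0.0679), with called doublets removed (0.102), with all libraries clustered jointly (0.133) and when the library was not a block (0.188). Few cells carried it, 4.02% of resident macrophage-like and 3.03% of monocyte-like cells. When the held-out genes took part in clustering, the cells rich in Retnla moved to the resident class and its log2 fold change against monocyte-like cells became 6.48.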

MMs identified by us can also express similar markers, belonging to the same kind of resident macrophage subset. These MMs play a critical role in the normal function of enteric neurons. They can produce BMP2 15, β2-AR and Arg1 16 to limits neuronal loss 5. Enteric neurons include multiple kinds of neurons such as excitatory and inhibitory neurons, but it is unclear whether these MMs have a similar role in these neurons. We here demonstrate that the MMs have a regulating role in the excitatory ChAT^+^ and VGLUT2^+^ but not inhibitory nNOS^+^ neurons.

Inhibitory nNOS^+^ neurons might be protected by nitric oxide (NO) produced by themselves. Indeed, previous studies found that NO had neuroprotective properties in nNOS^+^ neurons 58, 59. Others also found that nNOS expression can protect the enteric nervous system 60. Reduced expression of nNOS also leads to the loss of nitrergic neurons 61. NO predominantly synthesized by endothelial nitric oxide synthase (eNOS) in endothelial cells also had an anti‐apoptotic effect 62. Notably, high concentrations of NO in pathophysiological conditions also exhibit pro-apoptotic effects 63. The anti-apoptotic effects are mainly mediated by low amounts of NO 63.

We also demonstrate that NLRP3 plays a critical role in maintaining homeostasis of the MMs. Increased MMs can promote the survival of the neurons in myenteric plexuses 5, 15. The markedly increased MMs, which can increase the homeostasis of excitatory neurons, can be found in the colon tissues of *NLRP3* KO mice. The inflammasomes such as CASPASE-11 and NLRP3, which are expressed in the macrophages, may induce pyroptosis of the macrophages upon exposure to their ligands. There have more LPS in mucosa and submucosa closed to gut cavity 53, in which activated CASPASE-11 can result in the pyroptosis of more resident macrophages. Indeed, there have more macrophages in the mucosa and submucosa of *CASPASE-1/11* KO mice. Whereas NLRP3, which can detect a broad range of microbial motifs, endogenous danger signals and environmental irritants 24, might play a main role in maintaining homeostasis of the MMs in the ME, which is far from gut cavity.

Intestinal peristalsis is a dynamic physiologic process influenced by dietary and microbial changes 15. Microbial-derived metabolites such as short chain fatty acids and tryptophan and bile acid metabolites, interact with various metabolite receptors expressed on enterocytes or enteroendocrine cells (EEC) to regulate gut homeostasis 64. In addition, microbial-derived metabolites have widely effects on the immune cells such as macrophages 65, 66. Since neuron-macrophage interaction disorder may affect the homeostasis of the enteric nervous system (ENS), thereby leading to gastrointestinal dysfunction 67, microbial-derived metabolites also affect the gut motility. Age-related changes in gut microbiota alter phenotype of the MMs and disrupt gastrointestinal motility 57. However, the underlying mechanisms involved in this process is largely lacking 5. We demonstrate that gut microbiota metabolite BHB can regulate gut motility through limiting NLRP3-mediated pyroptosis of MMs. This might have an implication in understanding how gut microbiota alters phenotype of the MMs and disrupts gastrointestinal motility.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
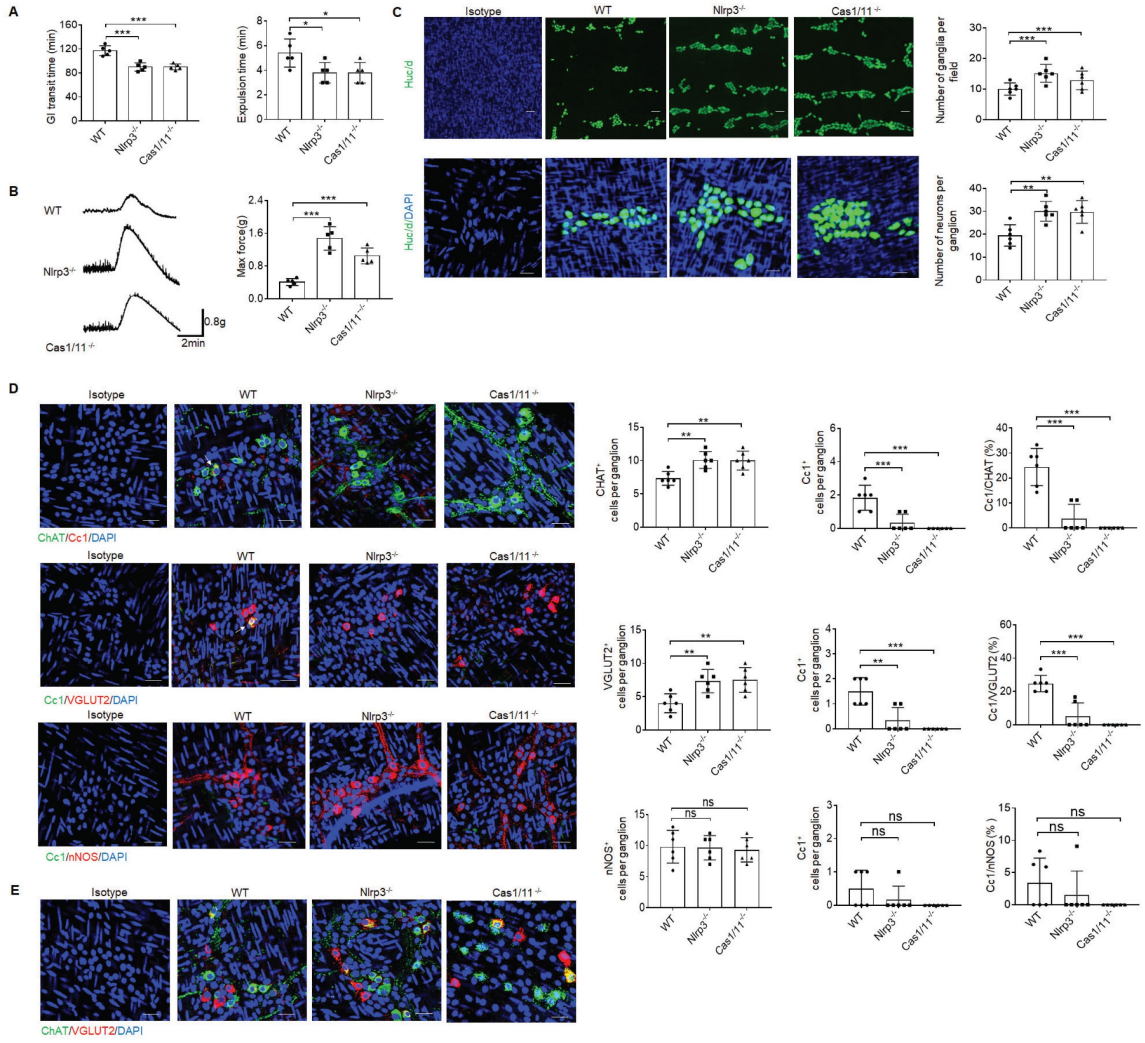
*NLRP3* KO mice have enhanced gut motility with increased ChAT^+^ and VGLUT2^+^ neurons in myenteric plexus. (A) Expulsion analyses of carmine (left) and glass beads (right, n = 5). A representative of at least three experiments. GI, gastrointestinal. (B) Longitudinal contractile responses of colonic muscle strips to stimuli. Colonic muscle strips were isolated from SPF WT, *NLRP3* KO and *CASPASE-1/11* KO mice (n=5). Representative tracings of myogenic contractile responses were induced by ACh (0.05g/ml). A representative of at least three experiments. (C) Immunostaining of HuC/D neurons in MPs of the colon of WT, *NLRP3* KO and *CASPASE-1/11* KO mice. DAPI, blue. Scale bar=25μM. (D) Immunostaining for Cc1/ChAT, Cc1/VGLUT2 and Cc1/nNOS neurons in the ganglia of the MP in the colon of WT, *NLRP3* KO and *CASPASE-1/11* KO mice. € Immunostaining for ChAT and VGLUT2 neurons in the ganglia of the MP in the colon of WT, *NLRP3* KO and *CASPASE-1/11* KO male mice. In C-E, 10 ganglia in the MP per male mouse, n=6 mice. ONE-way ANOVA Bonferroni's Multiple Comparison Test; *P < 0.05, **P < 0.01, ***P < 0.001; Ns, no significance; Nlrp3^-/-^, *NLRP3* KO mice; Cas1/11^-/-^,* CASPASE-1/11* KO mice; Isotype, isotypic antibodies.

**Figure 2:**
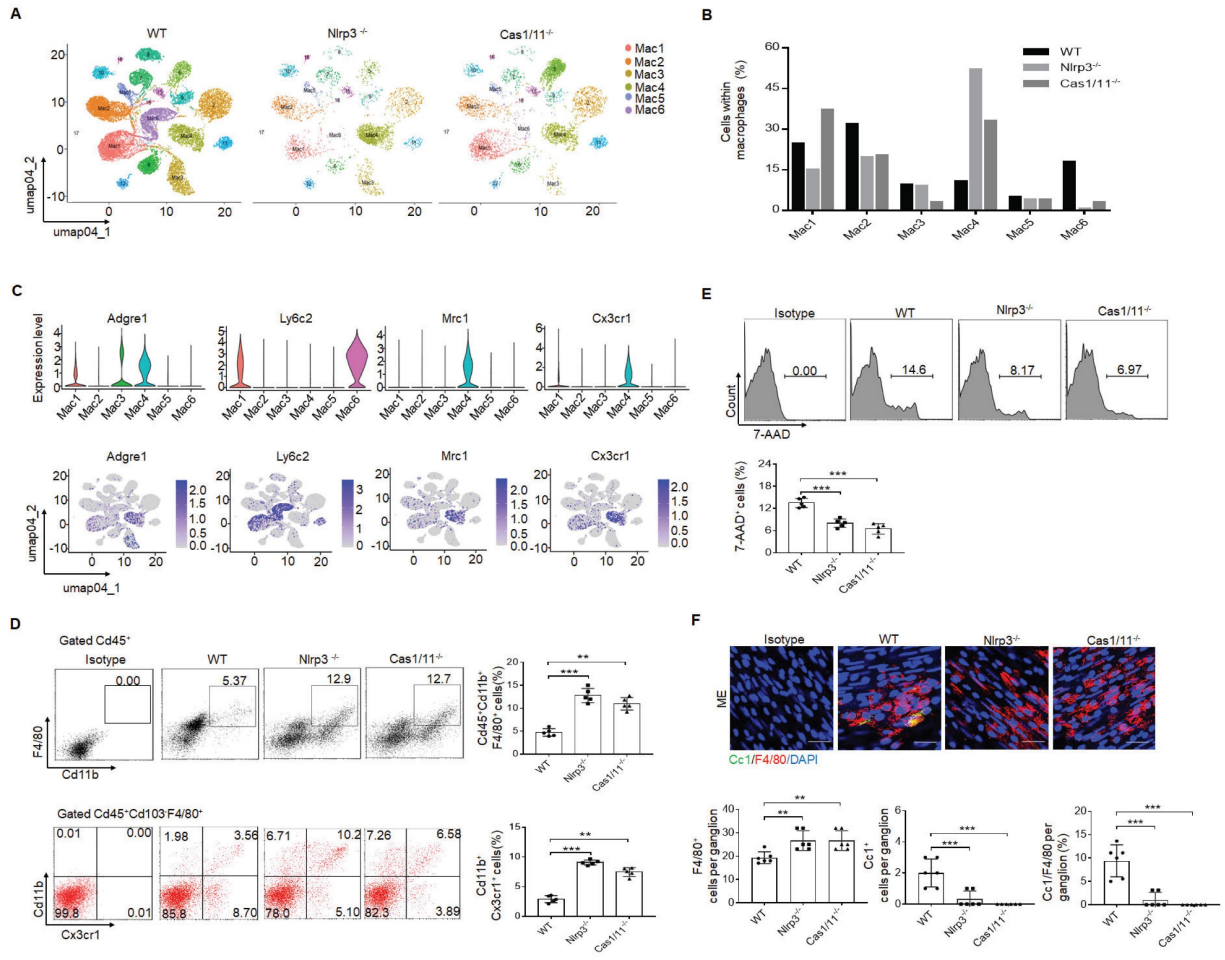
Enhanced gut motility in *NLRP3* KO mice is related to increased resident macrophages. (A) DESC clustering of CD11b^+^ single cells in the colon tissues of control SPF WT mice (n=19895), *NLRP3* KO mice (n=3245) and *CASPASE-1/11* KO mice (n=4294), which were partitioned into 19 distinct clusters. Pooled sample from eight weeks-old male mice, n=6. (B) Proportions of the populations of different macrophages in total CD11b^+^ cells from the colon tissues of control SPF WT, *NLRP3* KO and *CASPASE-1/11* KO mice. (C) Violin plots (upper) and feature plots (lower) showing expression levels of canonical marker genes in the macrophages across different clusters. (D) Flow cytometry of CD45^+^CD11b^+^F4/80^+^ and CD45^+^CD103^-^F4/80^+^ CX3CR1^+^CD11b^+^ cells in the colon tissues of control SPF WT,* NLRP3* KO and *CASPASE-1/11* KO mice (n=5). (E) Flow cytometry of 7-AAD^+^cells in the macrophages of colon tissues of SPF WT, *NLRP3* KO and *CASPASE-1/11* KO mice (n=5). (F) Immunostaining of Cc1 and F4/80 in the MP of the ME in the middle colon in SPF WT, *NLRP3* KO and *CASPASE-1/11* KO mice. 10 ganglia in the MP per mouse, n=6; DAPI, blue; Scale bar=25μM; ONE-way ANOVA Bonferroni's Multiple Comparison Test; *P < 0.05, **P < 0.01, ***P < 0.001; Nlrp3^-/-^, *NLRP3* KO mice; Cas1/11^-/-^,* CASPASE-1/11* KO mice; Isotype, isotypic antibodies.

**Figure 3:**
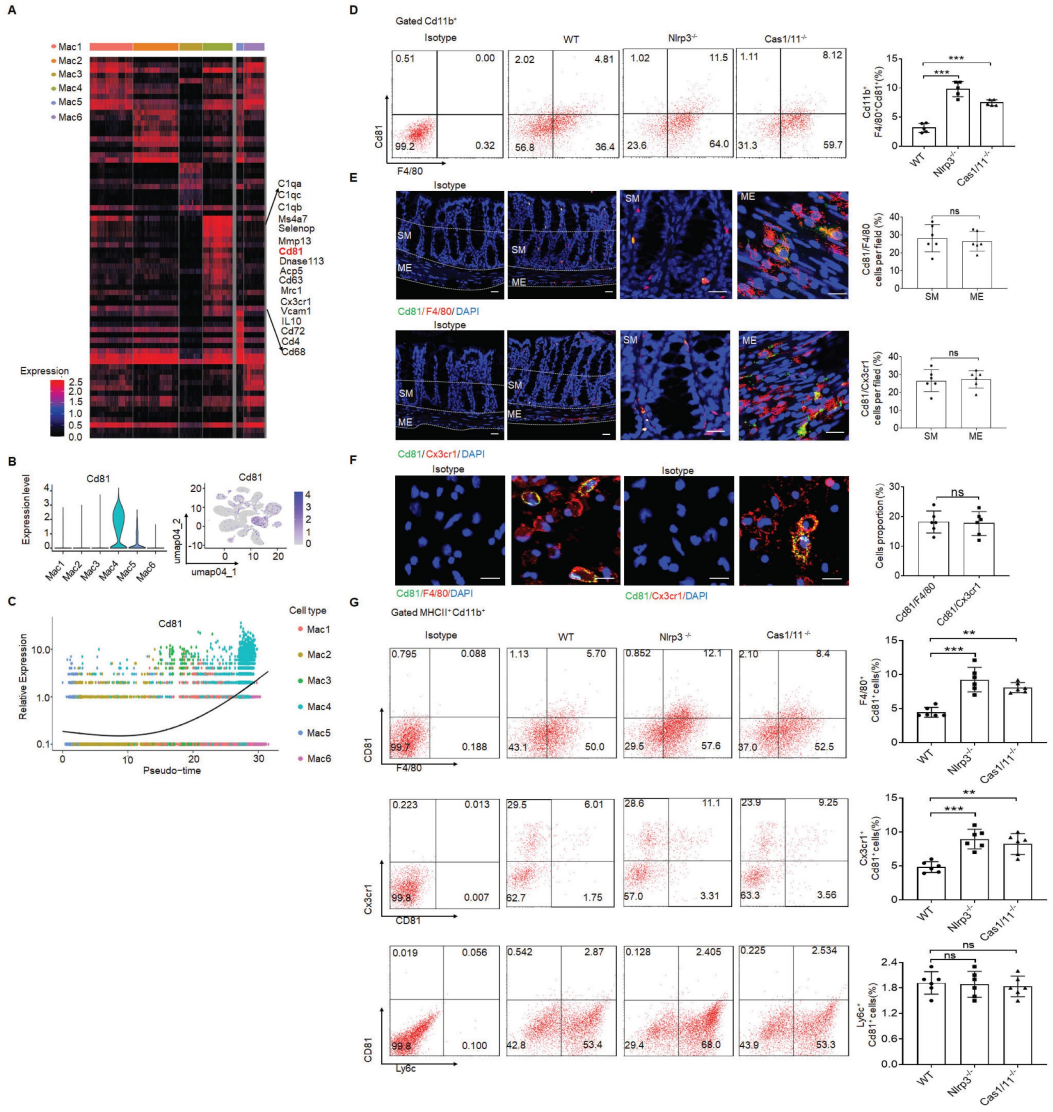
CD81 is a surface marker of gut resident macrophages. (A) Heatmap reporting differentially expressed genes of different macrophage populations. The differential expression analysis is performed using Poisson generalized linear model implemented in Seurat. (B) Violin plots (left) and feature plots (right) showing gene expression level of CD81. (C) Monocle 2 trajectory analysis of CD81 from different macrophage subsets during their development. (D) Flow-cytometry of CD45^+^ CD11b^+^ F4/80^+^CD81^+^ cells in the isolated cells from the colon tissues of SPF WT, *NLRP3* KO and *CASPASE-1/11* KO mice (n=5). € Immunostaining of F4/80, Cx3cr1 and CD81 in submucosa and ME of whole mount colon sections from mice. 3 fields (100×) per mouse; n=6 mice. Scale bar=100 μM (SM+ME), 40 μM (SM) and 25 μM (ME). Dapi, blue. (F) Immunostaining for F4/80, CD81 and CX3CR1 in isolated CD11b^+^ cells by MicroBeads from the colon tissues of mice. n=6, scale bar= 25 μM. (G) Flow cytometry of F4/80^+^CD81^+^, CD81^+^CX3CR1^+^ and Ly6c^+^CD81^+^ cells in the isolated MHCII^+^ and CD11b^+^ immune cells from the colon tissues of mice (n=6). ONE-way ANOVA Bonferroni's Multiple Comparison Test in D and G; Mann-Whitney U test in E; Student's t-test, mean ±SD in F; *P < 0.05, **P < 0.01, ***P < 0.001; Nlrp3^-/-^, *NLRP3* KO mice; Cas1/11^-/-^,* CASPASE-1/11* KO mice; Isotype, isotypic antibodies.

**Figure 4:**
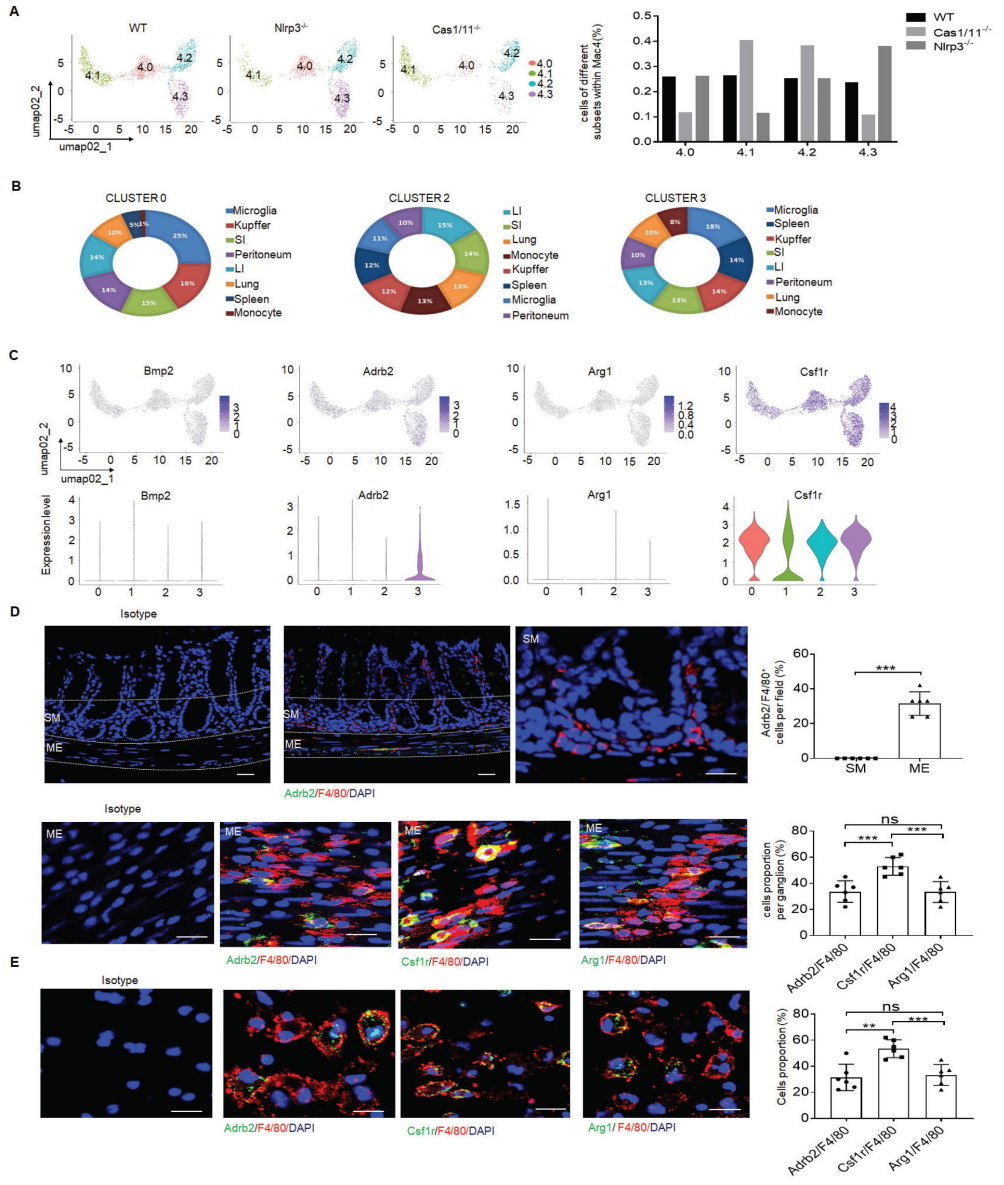
*NLRP3* KO mice have markedly increased MMs. (A) DESC clustering of resident macrophages cluster 4 (left), which were partitioned into 4 distinct clusters (cluster 4.0, 4.1, 4.2 and 4.3). Proportion of different subsets in resident macrophages cluster 4 of SPF WT,* NLRP3* KO and *CASPASE-1/11* KO mice (right). (B) The average expression proportion of marker genes identified in cluster 0 (4.0), 2 (4.2) and 3 (4.3) of cell type in the ImmGen dataset. Distribution of marker genes identified in cluster in cluster 0 (4.0), 2 (4.2) and 3 (4.3) across different tissue-resident macrophages, as identified by the ImmGen dataset. (C) Feature plots (upper) and violin plots (lower) showing gene expression level of marker genes in different subpopulations (0, 4.0; 1,4.1; 2, 4.2;3, 4.3) of resident macrophages cluster 4. (D) Immunostaining of F4/80 with adrb2, arg1 and csf1r in submucosa (SM) or muscularis externa (ME) of the colon sections from mice. 10 ganglia in the MP per mouse; n=6 mice. Scale bar=100μm (SM+ME), 40μm (SM) and 25μm (ME). DAPI, blue. (E) Immunostaining of F4/80 with adrb2, csf1r and arg1 in the isolated CD11b^+^cells from the colon tissues of SPF WT mice by MicroBeads (n=6). Scale bar= 25 μm. Mann-Whitney U test in D; ONE-way ANOVA Bonferroni's Multiple Comparison Test in E; *P < 0.05, **P < 0.01, ***P < 0.001; Nlrp3^-/-^, *NLRP3* KO mice; Cas1/11^-/-^,* CASPASE-1/11* KO mice; Isotype, isotypic antibodies.

**Figure 5:**
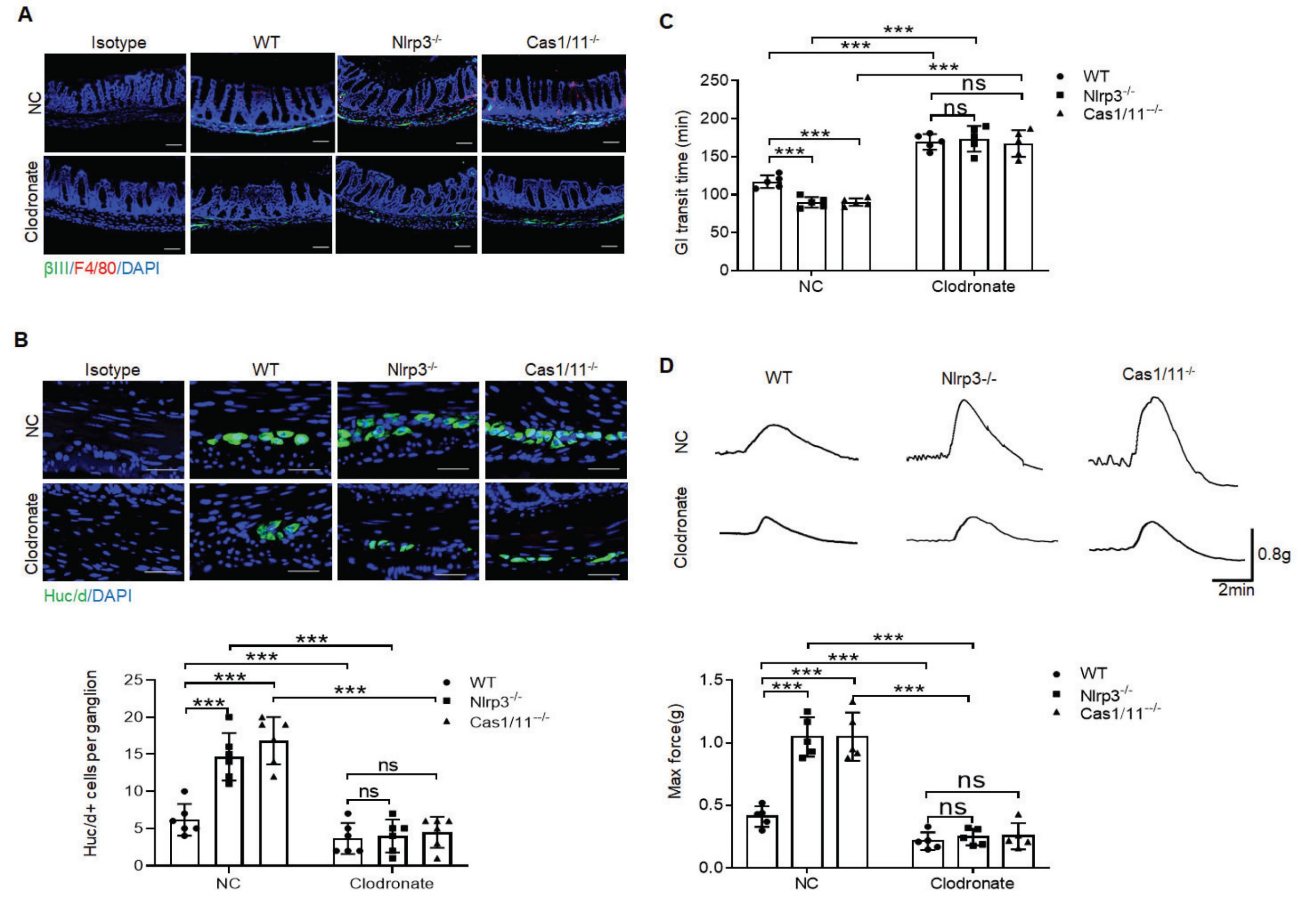
Gut motility depends on the MMs. (A) Immunostaining for F4/80, βIII-Tub and DAPI in the colon sections of clodronate treated (Clodronate) or untreated (NC) control SPF, *NLRP3* KO and *CASPASE-1/11* KO mice. One representative of 6 mice. (B) Immunostaining of HuC/D^+^ cells in the ME of colon sections from clodronate treated (Clodronate) or untreated (NC) control SPF, *NLRP3* KO and *CASPASE-1/11* KO mice. 10 ganglia in the MP per mouse, n=6 mice. Scale bar= 25μm. (C) Total gastrointestinal transit time to expel feces containing carmine (n=5). A representative of at least three experiments. (D) Colonic muscle strip preparations isolated from clodronate treated (Clodronate) or untreated (NC) mice. Representative tracings of myogenic contractile responses were induced by ACh (0.05g/ml) in clodronate treated (Clodronate) or untreated (NC) control SPF, *NLRP3* KO and *CASPASE-1/11* KO mice. One representative of at least three experiments. ONE-way ANOVA Bonferroni's Multiple Comparison Test; *P < 0.05, **P < 0.01, ***P < 0.001; Nlrp3^-/-^, *NLRP3* KO mice; Cas1/11^-/-^,* CASPASE-1/11* KO mice.

**Figure 6:**
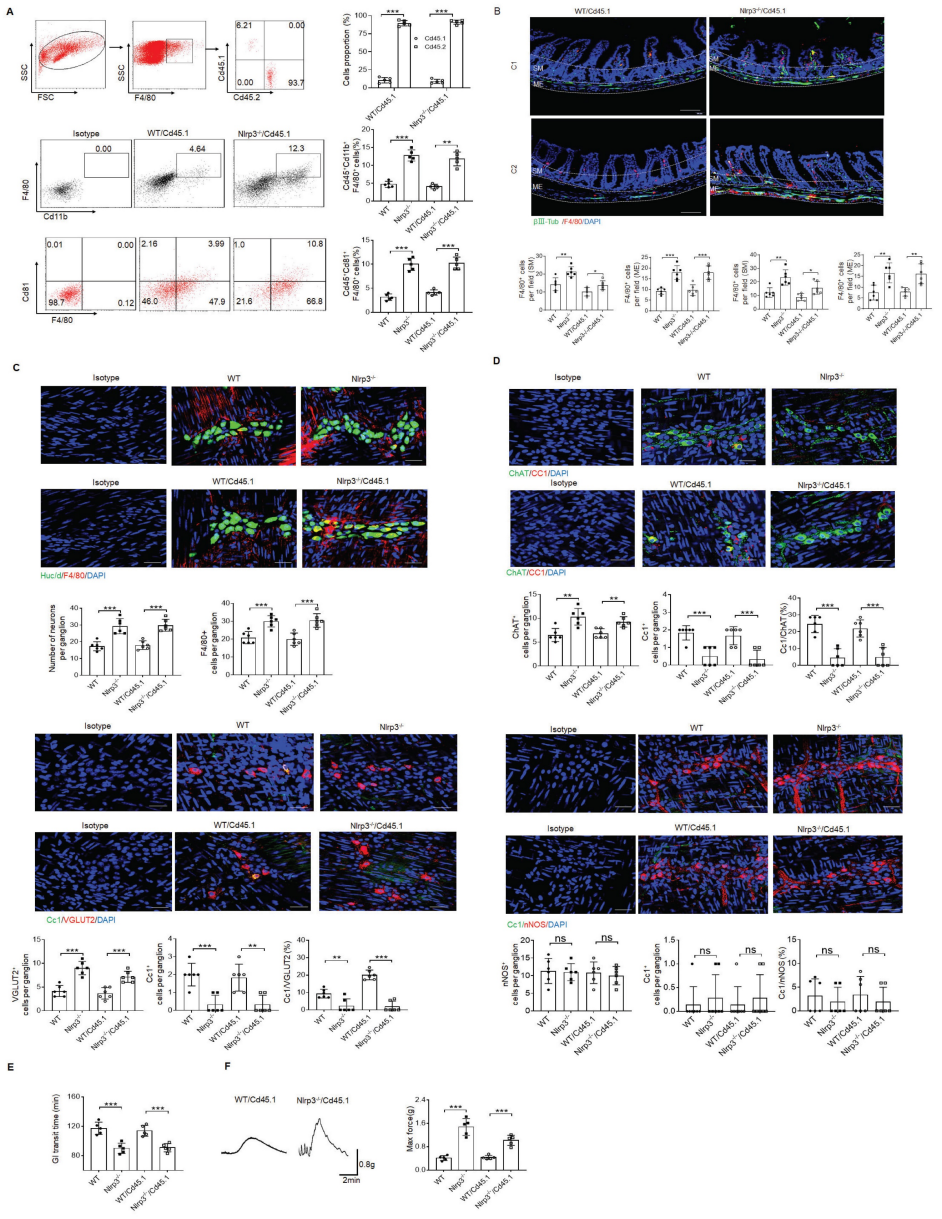
Enhanced motility in *NLRP3* KO mice depends on the MMs. (A) Flow cytometry of CD11b^+^F4/80^+^ and F4/80^+^/CD81^+^ in isolated cells from the colon tissues of chimeric mouse models of WT/CD45.1 and NLRP3 KO/CD45.1 mice (n=5). (B) Immunostaining for F4/80, βIII-Tub and DAPI in the colon sections from WT/CD45.1 and NLRP3(Nlrp3) KO/CD45.1 mice. C1, near cecum; C2, near anus. Scale bar=100 μm; 3 fields (100×) per mouse; n=6 mice. (C) Immunostaining of HuC/D^+^ and F4/80^+^cells in the MP from WT /CD45.1 and NLRP3KO /CD45.1 mice. 10 ganglia in the myenteric plexus per mouse, n=6 mice. Scale bar= 25μm. (D) Immunostaining of Cc1/ChAT, Cc1/VGLUT2 and Cc1/nNOS neurons in the MP of the colon of WT/CD45.1 and NLRP3 KO /CD45.1 mice. 10 ganglia in the MP per mouse, n=6 mice. Scale bar= 25μm. (E) Gastrointestinal transit time to expel feces containing carmine (n=5). A representative of at least three experiments. (F) Longitudinal contractile responses of colonic muscle strips to stimuli. Colonic muscle strips isolated from WT/CD45.1 and NLRP3 KO /CD45.1 mice (n=5). Representative tracings of myogenic contractile responses were induced by ACh (0.05g/ml). A representative of at least three experiments. CD45.1 mice were first irradiated and then infused by CD45.2 BMCs of *NLRP3* KO or control SPF WT mice. After 4 weeks, WT /CD45.1 and NLRP3 KO /CD45.1 chimeric mice were prepared. ONE-way ANOVA Bonferroni's Multiple Comparison Test; *P < 0.05, **P < 0.01, ***P < 0.001; Isotype, isotypic control.

**Figure 7:**
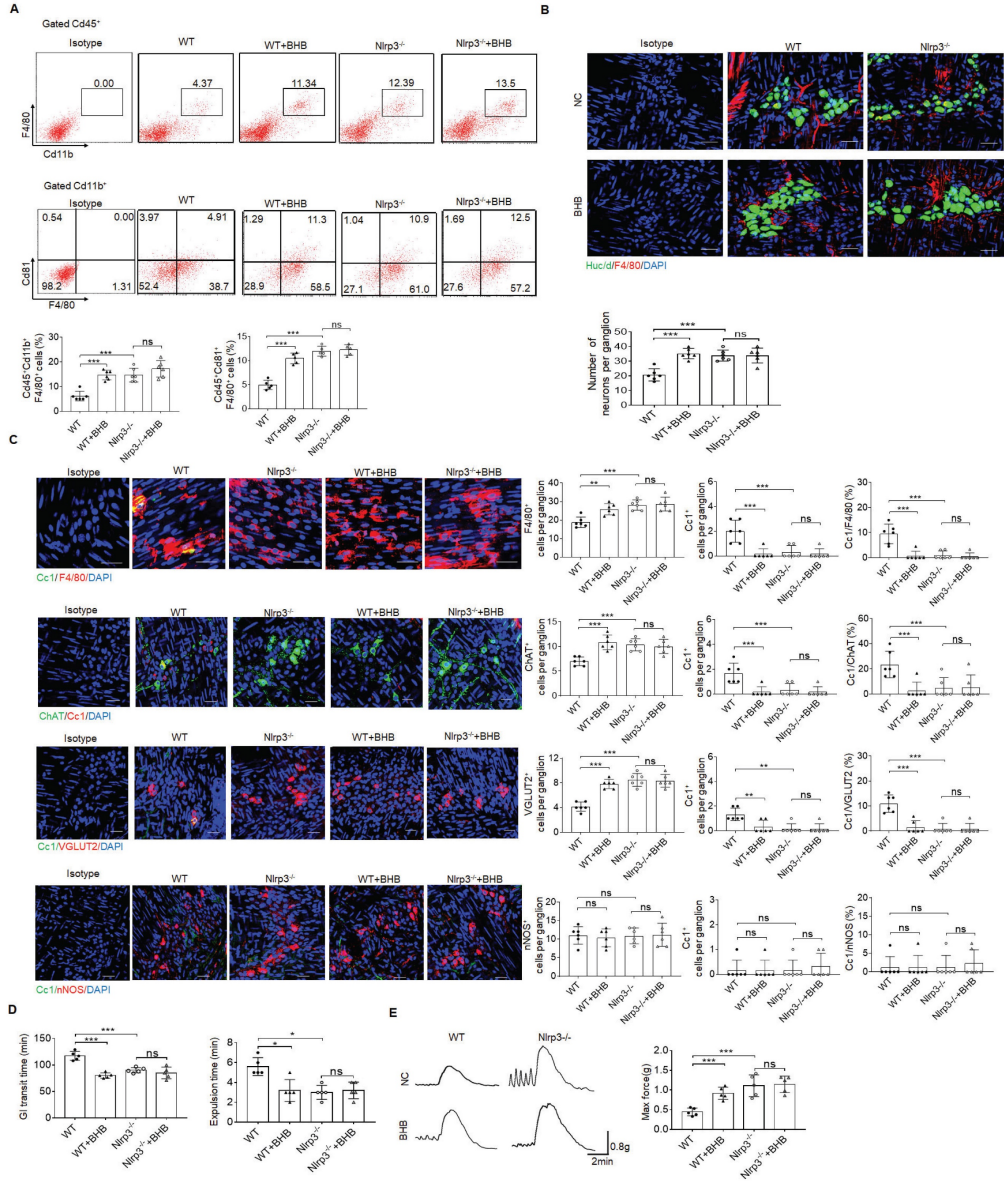
More excitatory neurons in the colon tissues of the mice treated by gut microbiota metabolite β-hydroxybutyrate. (A) Flow cytometry of CD11b^+^F4/80^+^ and F4/80^+^CD81^+^ cells in isolated cells of the colon tissues from β-hydroxybutyrate (BHB) treated *NLRP3* KO and SPF WT mice and control mice (n=5). (B) Immunostaining of F4/80 and HuC/D in the MP of colon tissues from BHB treated *NLRP3* KO and WT mice. 10 ganglia in the MP per mouse, n=6 mice. Scale bar=25 μM. DAPI, blue. (C) Immunostaining of Cc1/F4/80, Cc1/ChAT, Cc1/VGLUT2 and Cc1/nNOS neurons in the MP of BHB treated *NLRP3* KO and WT mice. 10 ganglia in the MP per mouse, n=6 mice. Scale bar=25 μM. DAPI, blue. (D) The expulsion analyses of carmine (left) and glass beads (right) in BHB treated mice and control mice (n=5). A representative of at least three experiments. (E) Longitudinal contractile responses of colonic muscle strips to stimuli. Colonic muscle strips isolated from BHB treated mice and control mice (n=5). Representative tracings of myogenic contractile responses were induced by ACh (0.05g/ml). A representative of at least three experiments. ONE-way ANOVA Bonferroni's Multiple Comparison Test; *P < 0.05, **P < 0.01, ***P < 0.001; Isotype, isotypic antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

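The values are UMI counts per gene and cell of CD11b+ intestinal cells, which the authors made with Cell Ranger from 10x Genomics 3' reads aligned to mm10 and deposited without normalization. Checked on the files, every value is a whole count and no gene was filtered. The 9 libraries come from SPF colon (2), SPF small intestine (2), germ-free colon (2), antibiotic-treated colon (1), colon of mice given dextran sulfate sodium (DSS, 1) and DSS colon of mice labelled Nlrc4 deficient (1). Only the 2 SPF colon libraries were set beside statements of the paper, since the other conditions are ones the paper does not report. The libraries hold 13243317 to 64453601 UMIs each over all deposited barcodes, and the labels do not say whether replicate libraries come from separate mice.

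Cells with over 15% mitochondrial counts or under 200 genes were left out, as in the paper, and the deposited barcodes were taken as the cells. Doublets were scored with Scrublet in scanpy 1.11.5, which called 0 and 6 cells in the SPF colon libraries, and were kept in the main analysis. Cells were clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 30 principal components, Louvain resolution 0.8), the SPF colon libraries together for the statements of the paper and all 9 libraries jointly for the other conditions. A cluster was named when the markers of its best class rose by a mean log2 of at least 1.2, with at least 3 of them over a fold of 2, and led the next class by at least 0.3. It was also left unnamed when its 10 top genes held more markers of another class, or held none of its own while its median depth was over 3 times below that of its libraries. The names come from marker lists that hold none of the genes the paper reports on, and a class is called macrophage-like or monocyte-like because no protein was measured. The genes the paper reports on were also kept out of the variable genes. Resident macrophage-like cells were clustered again with 20 principal components at resolution 0.4.

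UMI counts were summed per library and class and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, false discovery rate 0.05), with the library as a block where both classes came from the same libraries. DESeq2 1.42.0 was run as the alternative. Tested on simulated data, with 200 genes changed, edgeR recovered 27% of genes changed by a fold of 2 and 88% of those changed by a fold of 4 between resident macrophage-like and monocyte-like cells. Conditions with 1 library have no test: their levels carry exact Poisson intervals and their shares exact binomial intervals at 95%, which cover counting error only, and their gene lists are described by a median log2 ratio to the SPF colon (pseudocount of 5 CPM, genes with at least 10 UMIs) set against 10000 random lists matched on expression, which cover the spread between genes and not that between libraries. Where shares of cells with a UMI were compared between classes, cells with at least 1000 UMIs were also thinned to 1000, and those below were left out.

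Before the data were examined, 19 gene lists were fixed: the markers the paper names as gained and lost, its muscularis macrophage genes from the results and from the discussion, C1q, Cd81, and lists of inflammasome, MHC class II, interferon-response, inflammatory cytokine, anti-inflammatory, lipid and lysosome, iron and heme, antimicrobial, growth factor, cell cycle, dissociation, glycolysis and other-cell genes. Genes were named in the text by a rule fixed at the same time: those the paper names, the 10 largest changes in each direction with at least 50 CPM, and up to 4 members of each list with the strongest change. Some genes that the paper names are not reported here. The alternatives were DESeq2, no filter on low counts, the library term removed or added, a stricter filter on cells (10% mitochondrial counts, 500 genes), called doublets removed, cluster resolutions of 0.4 and 1.2, subset resolutions of 0.2 and 0.8, the held-out genes kept in clustering, the joint clustering, and each replicate left out. Positions of genes are those of GRCm38.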

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

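The tests of the inflammatory genes at the end were set before their result was seen, and the comparison of gene lists between the 2 SPF colon libraries was added only after the list medians were seen. The values below were picked out because they lie in libraries or genes that the paper does not report and stand above both SPF colon libraries, except for Hdc, picked out because its effect had opposite signs in different groups, and for the lower genes, given beside the higher ones. Nlrc4 itself, which encodes the sensor that the knockout should lack, was not lower in the library labelled Nlrc4-deficient, at 19.9 CPM over all its cells against 8.98 and 5.55 in SPF colon and 10.8 in the DSS library. A 3' tag outside the deleted part of the gene checks nothing about the knockout, and which part was deleted is not known here, so the label stays untested.

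In DSS colitis (2.5% DSS for 7 days), monocyte-like and neutrophil-like cells took a larger share of CD11b+ cells. Monocyte-like cells made up 30.6% (95% exact binomial interval 29.2 to 32.1) in the DSS library and 40.9% (39.7 to 42.1) in the library labelled Nlrc4-deficient with DSS, against 22.1% and 10.5% in the SPF colon libraries of the same joint clustering. Neutrophil-like cells made up 12.6% (11.6 to 13.7) and 6.06% (5.50 to 6.66), against 3.56% and 3.17%. Each DSS condition is 1 library, and these intervals cover counting error only.

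In resident macrophage-like cells of these libraries, single genes, some of them for chemokines or induced by interferon, stood above both SPF colon libraries, and others stood below them. With DSS, Ccl7, which encodes a chemokine for monocytes, stood at 844 CPM against 326 and 404 in SPF colon, and the neutrophil gene Retnlg at 246 against 78.6 and 9.91, from 41 cells, whereas the chemokine gene Cxcl9 stood lower, at 22.0 against 96.7 and 432. In the library labelled Nlrc4-deficient, the interferon-induced chemokine gene Cxcl10 stood at 2014 CPM against 383 and 648, Ccl2, which encodes another chemokine for monocytes, at 1112 against 394 and 174, the lysozyme gene Lyz1 at 599 against 23.0 and 5.94, the antioxidant gene Txn1 at 508 against 199 and 188, and the immunoproteasome gene Psmb8 at 313 against 126 and 103, from 28 cells. Lower there were, among others, the thrombospondin gene Thbs1, at 64.8 against 365 and 614, and the antibody heavy chain gene Igha, at 157 against 1112 and 1474. After antibiotics, the interferon-induced gene Ifit1 stood at 410.4 CPM against 2.42 and 91.2, the lipase gene Lpl at 196 against 53.2 and 7.93, the myelin protein gene Pmp22 at 166 against 25.4 and 47.6, the helicase-like gene Dqx1 at 163 against 1.21 and 3.96, and the antibody light chain gene Iglc1, which belongs to plasma cells, at 1002 against 44.7 and 45.6, from 53 cells. Lower there were Igkc, another light chain gene of plasma cells, at 145 against 953 and 1739.9, and the chemokine gene Ccl8, at 72.4 against 203 and 299.

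The medians of several gene lists stood above SPF colon, but a change of a list cannot be told from the spread between libraries. Of 153 medians (lists in 3 classes and 3 conditions), 64 lay outside 95% of 10000 random lists matched on expression, and so did 19 of 49 between the 2 SPF colon libraries themselves, where 2.45 are expected by chance, so lying outside says nothing about the condition. In monocyte-like cells, the median log2 ratio to SPF colon was 0.78 for interferon-response genes and 0.80 for antimicrobial genes with DSS, 0.85 for inflammatory cytokine genes and 1.30 for antimicrobial genes in the library labelled Nlrc4-deficient, and 0.60 for inflammatory cytokine genes after antibiotics. In resident macrophage-like cells, it was 0.88 for inflammatory cytokine genes and 0.64 for interferon-response genes in the library labelled Nlrc4-deficient, and 0.73 for interferon-response genes after antibiotics. In neutrophil-like cells, the antimicrobial median was 0.85 with DSS and 2.27 in the library labelled Nlrc4-deficient. SPF colon 2 against SPF colon 1 gave -0.46 (interferon-response), 0.19 (antimicrobial) and 0.60 (inflammatory cytokine) in monocyte-like cells, 0.43 (interferon-response) in resident macrophage-like cells, where the inflammatory cytokine median differed by more than the 0.88 above, and -0.46 (antimicrobial) in neutrophil-like cells. The monocyte-like class joined 2 clusters, the first with Saa3, Il1a and Cxcl1 among its top genes and the second with Ccr2. The library labelled Nlrc4-deficient had 2462 cells in the first and 279 in the second, the DSS library 76 and 1199, the antibiotics library 85 and 100, and the SPF colon libraries 33 and 545, and 116 and 139. The medians of monocyte-like cells in the library labelled Nlrc4-deficient may thus reflect the first cluster, since these top genes belong to the same lists.

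In germ-free colon, 1 of 7403 genes differed from SPF colon in monocyte-like cells by edgeR's quasi-likelihood test. This was Tnfrsf9, which encodes the co-stimulatory receptor 4-1BB, higher by a log2 fold change of 4.80 (adjusted p = 0.044), a call lost without germ-free replicate 2 (4.51, adjusted p = 0.826), under the strict cell filter (3.87, adjusted p = 0.652) and with called doublets removed (3.75, adjusted p = 0.413). At resolution 1.2 and with doublets removed at the expected rate, 0 genes were called. More genes were called with DESeq2, with no filter on low counts and with the replicate numbers as a block, as given with the processing alternatives. The gene took part in clustering. Hdc, which encodes the enzyme that makes histamine, went opposite ways between resident macrophage-like and monocyte-like cells. It was lower in the resident macrophage-like cells of SPF colon (log2 fold change -2.26) and small intestine (-2.69) and higher in those of germ-free colon (2.08), and the difference between the groups was not tested. In germ-free colon 1, the direction rests on 8 UMIs, 7.85 CPM (95% Poisson interval 3.39 to 15.5), against 1 UMI, 4.58 CPM (0.116 to 25.5), in monocyte-like cells, so counting error alone may set it. The SPF call was lost under the strict cell filter (adjusted p = 0.083), at resolution 0.4 (0.141), with the held-out genes kept (0.134), in the joint clustering (0.126) and without the library block (0.0604), and the germ-free call with DESeq2 (0.458), under the strict cell filter (0.0622), at resolution 1.2 (0.102) and without the library block (0.541).

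In monocyte-like cells, inflammatory genes stood higher in the library labelled Nlrc4-deficient than in the DSS library, with a median log2 ratio of 1.19 over the cytokine list. Il1a stood at 775 CPM against 63.2, Cxcl1 at 2254 against 240.3, Il1b at 8578 against 3769 and Tnf at 1124 against 486, while Ccl2, at 186 against 304, and Ccl7, at 17.0 against 35.3, went the other way, and Osm (log2 ratio 0.21) and Tnfsf9 (0.02) barely differed. The compared cells lie mostly in different clusters, those of the library labelled Nlrc4-deficient in the first, and those of the DSS library in the second. RNA released by other cells would raise these genes in lymphoid cells too, but B and T cell-like cells gained -0.194% (median over 16 genes) of what monocyte-like cells gained. A response to dissociation would raise the dissociation list, whose median fell by 1.34. The genotype, the strain of the mice, a different mix of cells within the class and the single library of each condition stay open and were not tested.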

How the results depend on the processing

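The removal of doublets at the expected rate was chosen only after the data were seen, and all other alternatives were planned. The joint clustering and the held-out genes kept were set beside some values of the paper only later, as stated there. Of the comparison results, 279 kept their direction and stayed within the margin set for them, and 79 moved. Of the values of named genes under alternatives, 1193 kept direction and side of the threshold, 142 lost their call, 18 gained one and 23 reversed. Cd81, C1qa, C1qb, C1qc, Mrc1, Ly6c2, F10 and Hp kept their calls between resident macrophage-like and monocyte-like cells under every alternative with a test. Except where a sentence gives it, the cause was not tested.

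Between resident macrophage-like and monocyte-like cells of SPF colon, 857 genes became 399 with DESeq2, 1434 with no filter on low counts, 543 with called doublets removed, 256 at cluster resolution 0.4, 1688 at 1.2 and 360 with the held-out genes kept. DESeq2 called 1123 genes for resident macrophage-like and 2219 for monocyte-like cells against all others, 169 and 377 in germ-free colon and small intestine, and 43 between subsets. In germ-free against SPF colon, it called 2 genes in resident macrophage-like, 5 in monocyte-like and 2 in neutrophil-like cells, and between small intestine and colon 16 and, in neutrophil-like cells, 2. With no filter, which brings genes with few counts into the test, these comparisons gave 57, 69 and 26, and 136, 70 (monocyte-like) and 10.

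Replicate numbers were tried as a block, since the replicates share only a number. The replicates' deviations correlated across genes between germ-free and SPF colon by 0.232 in resident macrophage-like, 0.26 in monocyte-like and 0.277 in neutrophil-like cells. With the small intestine, they correlated by -0.0328, 0.0456 and -0.00188 (germ-free colon) and by -0.087, 0.132 and -0.0566 (SPF colon), so the numbers mark no pairing that all groups share, and whether they pair germ-free with SPF colon stays open. With this block, germ-free against SPF colon gave 24 genes in monocyte-like cells (Ccl17, adjusted p = 4.22e-05, and Ly6c2, 0.000822, gained their calls) and 4 in neutrophil-like cells, and small intestine against colon 4, 2 (monocyte-like) and 3 (neutrophil-like). Without the library block, 222 genes differed between resident macrophage-like and monocyte-like cells in SPF colon (gained markers: 1), 497 and 801 against all others, 186 in germ-free colon, 562 in small intestine and 94 between subsets; the spread between libraries then counts as error.

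In germ-free monocyte-like cells 0 genes (1 in the main analysis) were called under the strict cell filter, with doublets removed either way and at resolution 1.2, as were 0 for the small intestine in resident macrophage-like cells (1) under the strict filter, with called doublets removed and at 1.2. Leaving out 1 library at a time gave 0 to 22 genes in germ-free monocyte-like cells (17 without SPF colon 1, 22 without SPF colon 2), 0 to 53 in germ-free neutrophil-like cells (53 without SPF colon 2), 0 to 0 in germ-free resident macrophage-like cells, and for the small intestine 0 to 7, 0 to 76 (monocyte-like; 76 without SPF colon 1) and 0 to 78 (neutrophil-like; 78 without SPF colon 1). A lone library is then assumed to vary like the other groups. Within SPF colon, leaving out a library leaves no test.

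Subsets became 4 at subset resolution 0.8, and the genes between subsets 299 under the strict filter and 502 with the held-out genes kept. These 2 counts come from tests over 3 subsets and the 163 of the main analysis from 2, so they are not directly comparable. Under the strict filter, shares became 10.9% (resident macrophage-like) and 3.46% (neutrophil-like) in SPF colon, 0.786% and 3.45% (resident macrophage-like) in the library labelled Nlrc4-deficient and after antibiotics, and for monocyte-like cells 38.2% with DSS, 42.5% in the library labelled Nlrc4-deficient, 5.51% in germ-free colon and 2.92% in small intestine. The cells were clustered anew under this filter, and the largest subset of resident macrophage-like cells was then led by genes of pancreatic enzymes such as Try4. At resolution 0.4 they became 11.8% (resident macrophage-like) and 5.82% (T cell-like) in SPF colon and 28.8% (monocyte-like, DSS); at 1.2, 7.91% (monocyte-like) and 11.6% (dendritic cell-like) in SPF colon and 1.97% (monocyte-like, small intestine). Removing called doublets gave 1.54% resident macrophage-like and 29.1% monocyte-like cells with DSS, and removal at the expected rate 3.29% neutrophil-like cells in SPF colon. Leaving out a library gave 3.04 to 5.74% resident macrophage-like and 10.6 to 20.4% monocyte-like cells in SPF colon.

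Reversed log2 fold changes between resident macrophage-like and monocyte-like cells of SPF colon were Fcgr1 (0.21 at resolution 1.2, 0.019 jointly clustered), Nlrp3 (0.18 jointly), Il1b (0.16 at 1.2), S100a9 (0.80 jointly), Saa3 (0.15 at 1.2), Ccl17 (1.73 with doublets removed, 1.93 with held-out genes kept), Lpl (1.13) and Retnla (6.48), both with held-out genes kept. In germ-free colon, Fcgr1 became 0.30 without the block, 0.0064 strict, 0.54 with doublets removed, 0.044 at 1.2 and 0.28 at the expected rate. For resident macrophage-like cells against all others, Bmp2 became -0.89 (DESeq2), -0.27 (strict), -0.25 (resolution 0.4) and -0.37 (held-out genes kept), Retnla 5.12 and Aldh1a2 0.54 (held-out genes kept). For monocyte-like cells against all others, Hdc became -0.14 (1.2) and Retnla -3.36 (held-out genes kept). The Retnla values turn where all held-out genes took part in clustering, and the cells rich in Retnla then moved to the resident class. Retnla was not added alone, so whether this gene moved them was not tested. Depth limits the genes under the filter: Bmp2, Aldh1a2 and Cd163 could not be tested between resident macrophage-like and monocyte-like cells.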

Differences from the paper's values

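The paper reports 19895 cells for wild-type colon, its own value, whereas the 2 SPF colon libraries hold 5046 after its filter. Of the alternatives set before the data were examined, the strict cell filter (4197) and removed doublets (5040) also differ, and none reaches it. Whether the paper's cells include these libraries is not known.

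The paper counts 6 macrophage subpopulations, its own value, and 2 clusters of resident macrophage-like or monocyte-like cells were found here. The strict cell filter, resolutions 0.4 and 1.2, doublets removed and held-out genes kept also gave 2, and the joint clustering of all 9 libraries, set beside this value only after it was seen, gave 3. The clusters here cover all CD11b+ cells, so the other myeloid classes stand beside them.

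The paper divides its resident macrophages into 4 subsets, its own value, against 2 here. Subset resolution 0.8 gave 4, and the strict cell filter and the held-out genes kept each gave 3, within a factor of 1.5. Removed doublets and subset resolution 0.2 gave 2 and still differ.

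The paper shows cluster 4 at about 11% of wild-type cells in Fig. 2B, read by eye. The axis of that figure names cells within macrophages and its legend total CD11b+ cells, so the paper's denominator is not settled here. Resident macrophage-like cells were 4.39% here, over all 5046 cells of the CD11b sort, and no direction is read. The strict cell filter (10.9%) and resolution 0.4 (11.8%) come within a factor of 1.5, and resolution 1.2 (4.60%) and removed doublets (4.40%) do not. Of 2 settings tried for this share only after it was seen, the held-out genes kept (7.20%) differ from the paper's value by less than the SD between the 2 libraries, and the joint clustering (3.65%) differs by more. The largest subset of resident macrophages is about 26% in Fig. 4A, read by eye, over the paper's cluster 4, and 73.7% here, over 224 resident macrophage-like cells. The strict cell filter (50.6%) and subset resolution 0.8 (47.8%) lie over 1.5 times above the paper's value. Both differ from it by less than the SD between the 2 libraries. That SD is wide, with 57.4% and 14.7% in libraries 1 and 2 under the strict filter and 65.3% and 12.2% at 0.8. Removed doublets (73.2%), held-out genes kept (71.5%) and subset resolution 0.2 (73.7%) differ by more than a factor of 1.5 and by more than the SD. The main analysis, removed doublets and subset resolution 0.2 gave only 2 subsets, so the larger one could not come near 26%.

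The paper states that its muscularis macrophages can express markers similar to those of earlier reports. The markers it cites from these reports include Aldh1a2, Cd163, Ccl17 and Retnla. Of these, Cd163 was higher and Ccl17 was lower in resident macrophage-like cells than in all others (Cd163 was not called when the library was not a block, nor was Ccl17, which was also not called with DESeq2 or with called doublets removed), and Aldh1a2 and Retnla were not called. With the held-out genes kept, Retnla was also higher, by 5.12. These cells are all resident macrophage-like cells of a sort labelled lamina propria. Whether they include the paper's muscularis subset is not known, so these values do not decide on that subset.

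On the paper's other markers, most values go its way. In resident macrophage-like cells against all others, 5 of the 5 markers gained on maturation were higher, as were Cd81 (3.16) and C1qa (5.61). The Cd163 call was lost when the library was not a block. Against monocyte-like cells alone, Adgre1, Cx3cr1 and Mrc1 were higher, whereas Fcgr1 was not called and Cd163 had too few counts for the test. Monocyte-like cells had more Ly6c2 (2.85) and F10 (5.24) than all others. Bmp2 was low in resident macrophage-like cells. The paper states that its subset did not express Bmp2 highly, but whether these cells include that subset is not known.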

Other observations

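The tests of lymphoid cells in the sort and of Adgre1 in eosinophil-like cells were chosen only after the result was seen. Inflammasome RNA differed widely between the classes of SPF colon. Over both libraries, Nlrp3 stood at 3871 CPM in neutrophil-like cells (95% Poisson interval 3688 to 4061), 890.4 in monocyte-like, 809 in resident macrophage-like, 275 in dendritic cell-like and 68.7 in eosinophil-like cells. Il1b, which encodes the cytokine that the inflammasome activates, stood at 6958 in neutrophil-like, 3954 in monocyte-like and 3058 in resident macrophage-like cells. The adaptor gene Pycard was highest in epithelial cell-like cells, at 470.0 CPM, as was Casp1, at 98.7. Against all other cells, Nlrp3 was higher in resident macrophage-like cells by a log2 fold change of 1.57 (standard error 0.22, adjusted p = 5.44e-11 from edgeR's quasi-likelihood test) and Nlrc4 by 2.08 (standard error 0.48, adjusted p = 0.000157), the latter not called by DESeq2 (adjusted p = 0.0565) and neither of them when the library was not a block (0.082 and 0.0902). A UMI of Nlrp3 was found in 68.3% of resident macrophage-like and 5.71% of B cell-like cells (41.5% and 1.58% of those with at least 1000 UMIs, thinned).

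Resident macrophage-like and monocyte-like cells also differed in germ-free colon and in small intestine, which the paper does not report. In germ-free colon, 388 genes were higher and 350 lower, with 4 of 5 gained markers higher (4 when adjusted over the list alone) and Cd81 higher by 2.53. In small intestine, 463 were higher and 533 lower, with 4 of 5 gained markers higher (4 when adjusted over the list alone), Cd81 higher by 2.42, Bmp2 higher too, and 11 of 20 interferon-response genes lower (15 when adjusted over the list alone).

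Without a block on the replicate numbers, few genes separated germ-free from SPF colon by edgeR; whether these numbers pair the libraries stays open, and the counts with the block are given with the other alternatives. In resident macrophage-like cells 0 of 7468 were called by edgeR (284 at an unadjusted p under 0.05; 2 by DESeq2, Thbs1 and Ccl8, chosen after their values were seen), and in neutrophil-like cells 0 of 2748 (113 at an unadjusted p under 0.05; 2 by DESeq2, Igha and Retnlg). Of the interferon-response genes, 0 were called among all genes. Adjusted over the list alone, 3 of 17 were lower in resident macrophage-like (median log2 fold change -0.0039), 6 of 20 in monocyte-like (median -0.91) and 5 of 12 in neutrophil-like cells (median -1.39). The list as a whole was not tested, and its median differed by -0.46 between the 2 SPF colon libraries in monocyte-like cells. In monocyte-like cells, Ccl17, which encodes a chemokine for T cells, stood at 105.5 ± 95.8 CPM against 3.99 ± 2.63 (SD, n = 2 libraries; adjusted p = 0.0636 from edgeR), and Ly6c2 at 230.0 ± 139 against 1055 ± 39.9 (adjusted p = 0.104). Besides that block, some alternatives called them: Ccl17 without SPF colon 1 (0.0169), SPF colon 2 (0.00469), germ-free colon 1 (0.00908) or either small intestine library (0.025 and 0.0235) and with no filter on low counts (3.03e-23), and Ly6c2 with DESeq2 (0.000243), without SPF colon 1 (0.0369) or SPF colon 2 (0.0261) and with no filter (1.24e-10). The rest did not, with adjusted p up to 0.826 and 0.652. Of 8 antimicrobial genes of neutrophil-like cells, 0 were called among all genes and 4 were higher when adjusted over the list alone. Between small intestine and colon, 1 of 7468 genes was called in resident macrophage-like cells, Slpi, which encodes a protease inhibitor against microbes, at 3.01 ± 0.974 against 52.5 ± 15.9 CPM (adjusted p = 0.0352). Leaving out either library of the colon or of the small intestine ended this call (adjusted p = 0.0953 without SPF colon 1, 0.536 without SPF colon 2, 0.149 without small intestine 1 and 0.0807 without small intestine 2). In monocyte-like cells 0 of 7403 were called by edgeR (338 at an unadjusted p under 0.05; 0 by DESeq2), and in neutrophil-like cells 0 of 2748 (103 at an unadjusted p under 0.05; 2 by DESeq2).

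Monocyte-like cells of the DSS library carried Saa3, an acute-phase gene, at 1666 against 103 and 108, and Nos2, which encodes the enzyme of nitric oxide, at 48.6 against 1.37 and 0. These genes were chosen after their values were seen. After antibiotics, eosinophil-like cells made up 22.4% of cells and monocyte-like cells 7.60%.

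Some libraries carried RNA that their labels do not explain. Xist, which marks female cells, stood at 19.6 CPM in SPF colon 2 and 4.29 after antibiotics, against at most 0.441 elsewhere, though all labels name males. The neighbours of the pseudoautosomal boundary, Gm47283, Mid1 and Gm15247, were nearly absent from the library labelled Nlrc4-deficient, with Gm47283 at 0.382 CPM against 45.7 to 302 elsewhere. The globin gene Hbb-bs stood at 1757 CPM with DSS and 213 in the library labelled Nlrc4-deficient. It also stood at 320 in germ-free colon 1 and 134 in small intestine 2, against at most 11.9 elsewhere. Whether the DSS treatment raised it was not tested. The pancreatic trypsin gene Try4 stood at 42.1 CPM in SPF colon 1 and 176 in small intestine 1.

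Lymphoid cells were frequent in a sort for CD11b. Doublets with myeloid cells are argued against, since B, T and plasma cell-like cells held Lyz2, Tyrobp, Fcer1g and Csf1r at a median of at most 9.18% of their level in monocyte-like cells. This median was that of T cell-like cells, where Fcer1g stood at 19.4% and Tyrobp at 17.1%, but Lyz2 at 0.787% and Csf1r at 1.24%. Cd79a in B cell-like cells was at least 24.4 times its level in T cell-like cells, so little B cell RNA reached the T cell-like droplets. Cd79a is among the top genes of the B cell-like cluster. The grouping itself thus favours this ratio, which does not decide on B cell RNA in every droplet. Itgam in B and T cell-like cells was 0.989 times its level in fibroblast-like cells (95% interval 0.622 to 1.64), which is in line with cells without CD11b passing the sort, and this stays open. No biological explanation was tested.

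Eosinophil-like cells held as much Adgre1 as resident macrophage-like cells. Of the 243 of 680 eosinophil-like cells with at least 1000 UMIs, 33.3% (27.4 to 39.6) held an Adgre1 UMI after thinning, against 34.2% of the 193 such resident macrophage-like cells. The cells with fewer UMIs are not covered, and their low UMI totals were not tested as a cause. Free RNA is argued against, since Adgre1 in B, T or plasma cell-like cells was at most 1.55% of its level in eosinophil-like cells, and so are doublets with macrophages, since C1q genes stood at 0.398% of their level in resident macrophage-like cells. Expression by eosinophils themselves may explain it, as a hypothesis found and tested on the same data.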
